# Transcriptome Profiling Identifies Candidate Genes Contributing to Male and Female Gamete Development in Synthetic *Brassica* Allohexaploids

**DOI:** 10.3390/plants11121556

**Published:** 2022-06-13

**Authors:** Chengyan Ji, Zhaoran Tian, Yue Liu, Gongyao Shi, Baoming Tian, Weiwei Chen, Zhengqing Xie, Xingzhou Han, Niannian Liang, Fang Wei, Xiaochun Wei

**Keywords:** transcriptome, *Brassica*, allohexaploid, polyploid, male and female gamete development, meiosis, anther, ovule

## Abstract

Polyploidy plays a crucial role in plant evolution and speciation. The development of male and female gametes is essential to the reproductive capacity of polyploids, but their gene expression pattern has not been fully explored in newly established polyploids. The present study aimed to reveal a detailed atlas of gene expression for gamete development in newly synthetic *Brassica* allohexaploids that are not naturally existing species. Comparative transcriptome profiling between developing anthers (staged from meiosis to mature pollen) and ovules (staged from meiosis to mature embryo sac) was performed using RNA-Seq analysis. A total of 8676, 9775 and 4553 upregulated differentially expressed genes (DEGs) were identified for the development of both gametes, for male-only, and for female-only gamete development, respectively, in the synthetic *Brassica* allohexaploids. By combining gene ontology (GO) biological process analysis and data from the published literature, we identified 37 candidate genes for DNA double-strand break formation, synapsis and the crossover of homologous recombination during male and female meiosis and 51 candidate genes for tapetum development, sporopollenin biosynthesis and pollen wall development in male gamete development. Furthermore, 23 candidate genes for mitotic progression, nuclear positioning and cell specification and development were enriched in female gamete development. This study lays a good foundation for revealing the molecular regulation of genes related to male and female gamete development in *Brassica* allohexaploids and provides more resourceful genetic information on the reproductive biology of *Brassica* polyploid breeding.

## 1. Introduction

Polyploidy has long been recognized as an important evolutionary force in plants [1,2,3]. The formation of polyploids is attributed to genomic plasticity, and polyploid-induced changes can result in new genetic diversity and advantageous adaptations to the environment [4,5]. Polyploids generally have multiple phenotypes and greater growth vigor compared with their parents [6]. Polyploidy also leads to an increase in plant organs to improve outputs and adapt to various biological and abiotic stresses in plant breeding [7,8]. Allopolyploidy results concomitantly from the genome double after the hybridization of two or more species [9]. *Brassica* has long been considered as a model to explore polyploidization. Three basic diploid species in *Brassica*, *Brassica rapa* (AA, 2n = 20), *Brassica nigra* (BB, 2n = 16) and *Brassica oleracea* (CC, 2n = 18), have hybridized to give rise to three allotetraploid species, *Brassica juncea* (AABB, 2n = 36), *Brassica napus* (AACC, 2n = 38) and *Brassica carinata* (BBCC, 2n = 34). The combination of genetic variation from six species in *Brassica* could result in crops with increased adaptation and agronomic potential as well as improved heterosis from the contribution of alleles [10,11,12]. *Brassica* allohexaploids (2n = AABBCC) do not exist in nature but can be synthesized by hybridization between diploid and/or allotetraploid species of *Brassica*. The cross between *B. carinata* and *B. rapa* is the most commonly attempted and successful method in the five possible species combinations that can produce *Brassica* allohexaploids [13]. Hybridization and genomic doubling may lead to extensive transcriptomic changes in the synthesized trigenomic *Brassica* allohexaploids relative to their parents [14]. *Brassica* allohexaploids not only provide an effective way to improve the genetic diversity of *Brassica* and the intergenic hybridization of oilseed crops in the future, but they also offer excellent material for the study of polyploid plants.

So far, studies on *Brassica* allohexaploids have mainly focused on agronomic traits, meiotic behaviors and subgenome stabilities [15,16]. The development of male and female gametes is crucial to the reproductive capacity of sexually reproducing organisms, especially polyploids, and is strictly regulated by complex processes. However, the genes involved in male and female gamete development are not fully understood in *Brassica* allohexaploids. Therefore, it is very important to establish a reproductive transcriptome profiling of *Brassica* allohexaploids.

The male germline matures within the anther, whereas the female germline develops within the ovule [17]. The male and female gametophyte are the important reproductive units of angiosperms and are essential for sexual reproduction [18,19]. Both male and female germline development of angiosperms consist of two main stages: microsporogenesis and microgametogenesis, giving rise to male gametes, and megasporogenesis and megagametogenesis, leading to the formation of female gametes. Microsporogenesis and megasporogenesis are key to male and female reproduction and require the completion of meiosis to form microspores and functional megaspores (FM). Microgametogenesis includes an asymmetric division to form vegetative and generative cells, and the generative cells produce two male gametes after a mitotic division [20]. FM undergoes three rounds of mitosis, nuclear migration, cellularization and differentiation to form a mature seven-celled embryo sac, containing three antipodal cells, two synergid cells, one egg cell and one central cell that contains two polar nuclei, which complete megagametogenesis [19,21]. During gamete generation, male and female gametes have similar ploidy transition and cell cycle progressions, while they show many differences in gamete development and specialization. 

RNA-Seq technology is used to analyze the structure and function of genes at the organismal level and to explore a range of biological pathways [22,23]. The establishment of *Brassica* transcriptome databases, such as the *B. napus* transcriptome database BnTIR, provide a lot of useful resources for the study of *Brassica* polyploidy at the transcriptional level [24]. In recent years, RNA-Seq has been successfully used in anther and ovule development in many species. In *Brassica napus* L., lipid metabolism genes involved in pollen extine formation, elaioplast and tapetosome biosynthesis were preferentially expressed in early anthers, and carbohydrate metabolism genes to form pollen intine and to accumulate starch in mature pollen grains were preferentially expressed in late anthers [25]. Comparative analysis of differential gene expression revealed multiple signal pathways during flowering of autotetraploid *B. rapa* [26]. The molecular processes involved in the development of female gametes in plants are much less understood than those involved in the development of male gametes due to the small number and difficult availability of female gametophytes. Using high-throughput sequencing analysis, female gamete development in *Arabidopsis* has been intensively studied, and a number of key genes regulating megasporogenesis and megagametogenesis have been found, offering fundamental knowledge of these developmental processes [21,27]. 

The aim of the study was to reveal a detailed atlas of gene expression for gamete development in synthetic *Brassica* allohexaploids. We performed differential expression analysis to identify common and preferential genes that regulate the developmental events of male and female gametes. This study provides rich genetic resources for the cloning and functional verification of genes related to male and female gamete development and lays a good foundation for revealing the molecular regulatory mechanism of reproductive development in *Brassica* allohexaploids.

## 2. Results

### 2.1. Transcriptome Sequencing and Sequence Alignment

RNA-Seq of anthers from meiosis to the mature pollen stage (Anther), ovules from meiosis to mature embryo sac stage (Ovule) and young leaves (Leaf) was performed by Illumina in synthetic *Brassica* allohexaploids. 

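RNA from developing anthers, developing ovules and young leaves of a synthetic Brassica allohexaploid was sequenced in 9 libraries, 3 from each of the 3 tissues. The allohexaploid carries the A-genome of B. rapa together with the B- and C-genomes of B. carinata, so that many genes are present as related copies on 3 subgenomes. The identifiers of the genes name the subgenome, with Bra for the A-genome, BniB for the B-genome and Bol for the C-genome. The paper gives B. carinata as the maternal and B. rapa as the paternal parent, whereas the sample labels give B. carinata as male and B. rapa as female. The paper describes the 3 libraries of each tissue as biological replicates. The authors aligned the reads with HISAT2 2.1.0 to the genome sequences of B. rapa, B. nigra and B. oleracea, counted reads per gene with HTSeq 0.6.0 and divided them by gene length and library total to give FPKM. The values held here are FPKM for 100804 genes in each library, and no scaling between libraries is stated. Each value was a whole number of reads times a fixed step, which allowed the reads behind it to be read back within a tolerance of 0.01 read. The reads on genes came to 8675601 to 10154081 in the Leaf libraries, 15113443 to 15515969 in the Ovule libraries and 15077413 to 15527943 in the Anther libraries. In the paper, clean reads numbered 40202856 to 46345462 in Leaf and 45120190 to 47450126 in the other tissues. Of these, 21502559 to 25110254 mapped to the genomes in Leaf, against 38282041 to 39794184 in the other tissues. The Leaf libraries thus stood apart in mapped reads far more than in clean reads. The 100 most abundant genes of a library held 22.0% to 22.2% of summed FPKM in Leaf, 8.79% to 9.99% in Ovule and 12.6% to 14.2% in Anther. Differences between tissues were tested with limma on log2(FPKM + 0.1) for the 75038 genes with at least 0.5 FPKM in at least 3 libraries, and a gene was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. Reads that fit related copies on different subgenomes equally well may have been dropped or counted whole for a copy, so values for single copies depend on how that was done. As the values were whole reads, they argue against a split of such reads into fractions.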

Leaf was used as vegetative tissue (organ) control, and each *Brassica* allohexaploid tissue (organ) received three biological replicates. RNA-Seq results are presented in Table 1 and Table 2. The number of clean reads from the nine RNA-Seq libraries ranged from 40,202,856 to 47,450,126 (Table 1). The Clean Q30 Bases Rate was greater than 94.29%, and the higher the value is, the better the sequencing quality (Table 1). All clean reads were then aligned to *B. rapa*, *B. nigra* and *B. oleracea* genome sequences using HISAT2 software. Mapped genome reads ranged from 21,502,559 to 39,794,184, and genome mapping rates ranged from 53.49% to 85.19% (Table 2). These results suggested that their quality met the requirements for transcriptome sequencing. Fragments per kilobase per million reads (FPKM) were determined for all genes of Anther, Ovule and Leaf in *Brassica* allohexaploids (Table S1). Correlation heat maps of the transcriptome from Anther, Ovule and Leaf showed that the three biological replicates of each tissue were grouped together with high correlation (Figure S1). These results indicated that the three biological replicates of per tissue had good repeatability in this study.

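Libraries of the same tissue were closer to each other than to any library of another tissue. On log2(FPKM + 1) over 100804 genes, Pearson's r was 0.987 to 0.988 between Leaf libraries, 0.977 to 0.984 between Ovule libraries and 0.934 to 0.971 between Anther libraries. Between tissues, r was 0.805 to 0.854 for Ovule and Anther, 0.762 to 0.777 for Leaf and Ovule and 0.664 to 0.719 for Leaf and Anther. Anther libraries thus differed most among themselves, and Ovule stood closer to Anther than Leaf did. Leaf libraries differed by little more than the counting of reads gives: for genes with at least 1000 reads in a pair of libraries, the mean chi-square per gene, which counting alone holds at about 1, was 1.65 to 1.99 between Leaf libraries, 34.7 to 38.8 between Ovule libraries and 59.3 to 229 between Anther libraries. These correlations are across genes, and genes are not independent replicates.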

### 2.2. Anthers at Male Gamete Development Stage and Ovules at Female Gamete Development Stage Contained More Genes Than Leaves in Brassica Allohexaploids

A total of 100,804 genes were identified in the RNA-Seq data of *Brassica* allohexaploids, among which 96,286, 86,712 and 79,875 genes were expressed in Anther, Ovule and Leaf, respectively, providing sufficient data for studying male and female gamete development (Figure 1a). 

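The number of genes with FPKM above 0 was highest in the Anther libraries and lowest in the Leaf libraries. A single Leaf library held 74024 ± 437 such genes (mean ± SD, n = 3), an Ovule library 79902 ± 1296 and an Anther library 87974 ± 3218. Anther replicate 2, with 84580 genes, was the lowest of the Anther libraries and still above each Ovule library, of which the highest held 81243. Genes with at least 1 FPKM numbered 54157 ± 23.7 per Leaf library, 60236 ± 512 per Ovule library and 63025 ± 2152 per Anther library (SD, n = 3). For each pair of tissues the libraries did not overlap in the number of genes above 0, which gives p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. A gene counted as expressed in a tissue when at least 1 of its 3 libraries held a read, and 5785 genes had reads in 1 library only.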

Among the 100,804 genes, 74,597 genes were expressed in all three tissues, and 9948, 1870 and 1514 genes were specifically expressed in Anther, Ovule and Leaf, respectively (Figure 1a). 

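Most genes found in a single tissue were near the limit of detection there. Of the genes found in Anther only, 76.4% had a mean FPKM below 0.5, the median was 0.120 FPKM, and 1524 reached 1 FPKM and 217 reached 10 FPKM. Of those found in Ovule only, 96 reached 1 FPKM, and of those found in Leaf only, 206 did. Genes found in all 3 tissues were far more abundant, with a median of 7.26 FPKM in the tissue where each was highest. Over all 9 libraries, the median gene found in Anther only rested on 3 reads and the median gene found in Ovule only on 1 read, so that absence from the other tissues was not detectable for many of them at this depth.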

Comparative analysis showed that Anther and Ovule overlapped most, with 9111 genes commonly expressed in these two tissues; 2630 genes were commonly expressed in Anther and Leaf; and 1134 genes were commonly expressed in Ovule and Leaf (Figure 1a). 

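Genes shared by Anther and Ovule alone included many of moderate abundance: 3805 of them reached 1 FPKM in 1 of the 2 tissues and 1000 reached 10 FPKM, against 687 and 90 for Anther with Leaf and 326 and 63 for Ovule with Leaf. In the tissue where each gene was highest, the median level was 0.612 FPKM for genes of Anther and Ovule, 0.303 FPKM for genes of Anther and Leaf and 0.368 FPKM for genes of Ovule and Leaf. These classes are counts without a test.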

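The gap between Anther and Leaf in the number of detected genes was also present with the same number of reads on genes, while that between Ovule and Leaf depended on how libraries were matched. When each library was reduced to the number of reads of the shallowest, Leaf replicate 2, a Leaf library was expected to show 73545 to 73672 genes, an Ovule library 75855 to 78327 and an Anther library 81156 to 87266. Per library, Anther then exceeded Leaf by 10726 genes and Ovule exceeded Leaf by 3432 genes (two-sided exact permutation test, p = 0.1 for each, the smallest p possible). As abundant genes take more of the Leaf reads, libraries were also matched on median-of-ratios sizes, where a Leaf library was expected to show 73532 to 73701 genes, an Ovule library 73577 to 75912 and an Anther library 78766 to 84963, so that Ovule and Leaf overlapped (exact permutation p = 0.3). Genes found in a single tissue were again most numerous in Anther, with 9541 at equal reads on genes, whereas the order of Ovule and Leaf turned, with 1896 genes found in Ovule only and 2063 in Leaf only. That order also turned at a mean of at least 1 FPKM, where 7071 genes were found in Anther only, 3557 in Leaf only and 2981 in Ovule only. Leaving out Anther replicate 1 raised the genes found in Ovule only to 2821.

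**Figure D1:**
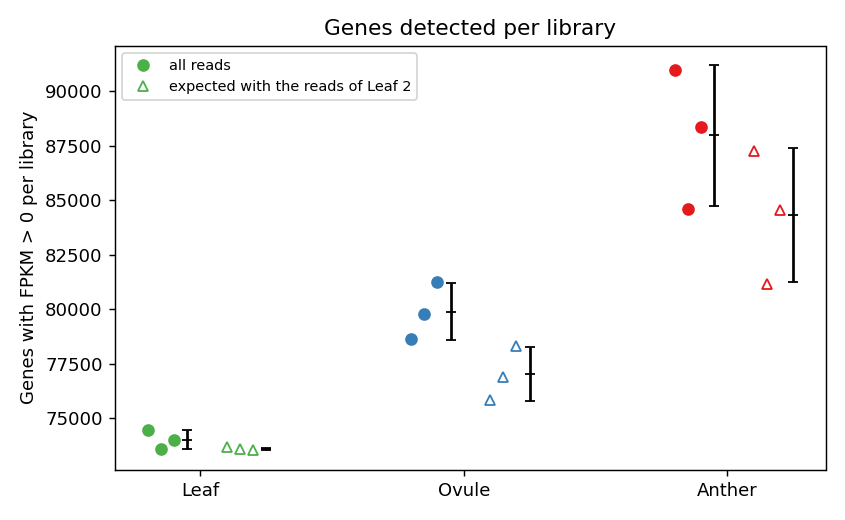
Number of genes with FPKM above 0 in each of the 9 libraries (vertical axis, genes; the axis does not start at 0). Filled circles show all reads and open triangles the number expected with the reads of Leaf replicate 2; horizontal ticks with bars are the mean and SD of 3 libraries. In both, the 3 Anther libraries lie above the 3 Ovule libraries and these above the 3 Leaf libraries.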

Anther and Ovule contained more genes and more specific genes than vegetative tissue Leaf. 

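The spread of transcript levels was similar in the 3 tissues, with most expressed genes at a mean of 10 FPKM or less. Such genes made up 78.6% of expressed genes in Leaf, 74.1% in Ovule and 76.8% in Anther. Genes above 10 and up to 100 FPKM made up 19.6%, 24.0% and 21.8%, respectively. Above 100 FPKM there were 1472 genes in Leaf, 1608 in Ovule and 1325 in Anther. Counted within single libraries, the share at or below 10 FPKM was 76.9% ± 0.148 in Leaf, 72.0% ± 0.457 in Ovule and 74.8% ± 1.24 in Anther (SD, n = 3), so the tissues differed by more than 1 SD in each case. These shares depend on how many genes with very few reads count as expressed.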

In all three tissues, transcript abundance analysis indicated 74.1% to 78.6% genes with low expression (FPKM >0 to ≤10) and 19.6% to 24.0% genes with moderate expression (FPKM >10 to ≤100) but only 1.4% to 1.9% genes with high expression (FPKM > 100) (Figure 1b). 

In Anther, Ovule and Leaf, 33,837, 30,501 and 28,078 genes, respectively, were expressed from A-genome; 35,126, 31,413 and 28,842 genes, respectively, were expressed from B-genome; and 27,323, 24,798 and 22,955 genes, respectively, were expressed from C-genome (Figure 1c). 

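The 3 subgenomes gained genes from Leaf to Ovule to Anther in about the same proportion. Of the 35313 A-genome genes in the data, 79.5% had reads in Leaf, 86.4% in Ovule and 95.8% in Anther; of the 36761 B-genome genes 78.5%, 85.5% and 95.6%; and of the 28730 C-genome genes 79.9%, 86.3% and 95.1%. A single Anther library held 31021 ± 1154 A-genome genes, 31992 ± 1172 B-genome genes and 24960 ± 894 C-genome genes (SD, n = 3). These counts come from the same libraries, so the SD between libraries does not measure the spread of the difference between subgenomes. In Leaf, where the libraries varied little, the counts were 26089 ± 140 and 26666 ± 144 for the A- and B-genomes. At a mean of at least 1 FPKM the order of the A- and B-genomes turned in Leaf, with 19294 and 19125 genes, and in Anther, with 22749 and 22666 genes. In Ovule it did not, with 21396 A-genome and 21574 B-genome genes.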

The reference genomes of *B. rapa*, *B. nigra* and *B. oleracea* contained 41,020, 47,953 and 61,279 genes, respectively, thus the percentage of genes expressed in Anther, Ovule and Leaf from A-genome was 82.5%, 74.4% and 68.4%, respectively, while from B-genome the values were 73.3%, 65.5% and 60.1%, respectively, and from C-genome 44.6%, 40.5% and 37.5% (Figure 1c), respectively. These results indicated that the B-genome contained the largest number of genes in Anther, Ovule and Leaf in *Brassica* allohexaploids, while the A-genome was bias expressed. 

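Measured as a share of all transcripts, the A-genome was the highest of the 3 subgenomes in each tissue. It held 37.2% ± 0.0604 of summed FPKM in Leaf, 38.4% ± 0.307 in Ovule and 38.8% ± 0.160 in Anther (SD, n = 3 libraries). The B-genome held 32.9% ± 0.0188, 32.1% ± 0.424 and 31.6% ± 0.281, and the C-genome 29.9% ± 0.0610, 29.5% ± 0.119 and 29.7% ± 0.402. The rise of the A-genome share from Leaf to Anther, 1.60 percentage points, was separated in all libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow; 0.18 after Benjamini-Hochberg adjustment over 9 comparisons). It came to 0.0517 points without the 100 genes of highest mean FPKM, and on summed log2(FPKM + 1) the difference between Anther and Leaf was -0.143 points. The median expressed A-genome gene stood at 2.89 FPKM in Leaf, 3.89 in Ovule and 3.15 in Anther, against 2.86, 3.92 and 3.25 for the C-genome and 2.36, 3.21 and 2.54 for the B-genome. From the counts of expressed genes and from their percentage of each reference genome, the paper concludes that the B-genome contributed most genes and that expression was biased to the A-genome.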

Three groups of differentially expressed genes (DEGs) were generated by pairing differential expression analysis of genes between all three tissues (Table S2). Volcano plots show DEGs of Anther vs. Ovule, Ovule vs. Leaf and Anther vs. Leaf (Figure S2). Among all comparisons, the number of DEGs in Anther and Ovule was the smallest, and 22,305 genes (14,366 upregulated and 7939 downregulated) were differentially expressed in Anther compared with Ovule (Figure 1d). 

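Anther and Ovule differed in 21448 genes, of which 10706 were higher in Anther and 10742 were higher in Ovule. Among the genes highest in Anther over Ovule were Bol028055, at 6312 ± 2371 FPKM in Anther and 0.888 in Ovule, and Bol025022, at 2401 ± 1135 and 0.239 FPKM (SD, n = 3). Among the genes highest in Ovule were BniB041218, at 538 ± 287 FPKM in Ovule and 0.0822 in Anther, and Bra001432, at 647 ± 299 and 0.273 FPKM. Bol028055 had a log2 fold change of 13.77 (standard error 0.92, adjusted p = 3.8e-06 from limma) and Bra001432 one of -10.66 (standard error 0.32, adjusted p = 1.1e-07 from limma). No names for these 4 genes were used here, and they were picked by fold change among genes whose libraries do not overlap, as 10% of unchanged genes would by chance. When FPKM was rescaled by median-of-ratios factors, 11841 genes were higher in Anther and 8712 higher in Ovule.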

Compared with Leaf, 30,893 genes (14,830 upregulated and 16,063 downregulated) were differentially expressed in Ovule (Figure 1d). However, 35,849 genes (19,513 upregulated and 16,336 downregulated) were differentially expressed in Anther compared with Leaf, which was the largest number of DEGs (Figure 1d). 

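Ovule and Leaf differed in 38683 genes, of which 27612 were higher in Ovule and 11071 were higher in Leaf, so that 71.4% of the differences were toward Ovule. Bra029719 reached 4537 ± 259 FPKM in Ovule with 1 read in the 3 Leaf libraries together, and BniB007951 reached 3979 ± 301 FPKM with 3 reads (SD, n = 3). On the Leaf side, BniB013372 stood at 627 ± 11.2 FPKM in Leaf with 3 reads in Ovule, and BniB023903 at 499 ± 5.51 FPKM with 5 reads. Over all genes tested the median log2 change on the FPKM scale was 0.66 from Leaf to Ovule, 0.66 from Leaf to Anther and -0.11 from Ovule to Anther, and rescaling brought these to 0.11, 0.21 and 0.02. After that rescaling 16196 genes were higher in Ovule and 15787 higher in Leaf, a share of 50.6% toward Ovule, and 31983 genes differed in all. With limma voom on recovered reads and median-of-ratios sizes, an alternative added later, 14109 genes were higher in Ovule and 16329 higher in Leaf. With no filter these numbers were 15287 and 26504, which do not bear on the direction. voom adds a small fixed amount to each count, and the Ovule sizes are larger. Genes with no read in either tissue, such as the 9948 found in Anther only, thus tend to come out lower in Ovule. The excess toward Ovule rests on the scale and the method used, with a share of 50.6% after rescaling and 46.4% with voom and the filter.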

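Anther and Leaf differed in 41454 genes, the most of the 3 comparisons, with 28784 higher in Anther and 12670 higher in Leaf. Bra029135 stood at 12065 ± 4539 FPKM in Anther (SD, n = 3) and had no read in any Leaf library, which makes it at least 9671-fold higher with 3 reads per Leaf library as the floor. Bra009282 stood at 7265 ± 2086 FPKM in Anther and was likewise at least 6646-fold higher. In Leaf, BniB041457 stood at 855 ± 9.67 FPKM against 3 reads over the Anther libraries, and BniB043883 at 644 ± 5.27 FPKM against 2 reads. The share of differences toward Anther was 69.4%, and 55.4% after rescaling, where 20652 genes were higher and 16628 lower than in Leaf.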

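Reproductive and vegetative tissue were further apart than the 2 reproductive tissues in the number of called genes, under both scales. Among the genes tested, 37381 were higher in Anther, in Ovule or in both than in Leaf. A further 8969 genes were higher in Leaf than in both reproductive tissues. By subgenome, genes higher in Leaf than in both came to 36.8% from the A-genome, 34.7% from the B-genome and 28.4% from the C-genome, against 35.3%, 35.9% and 28.8% of the genes tested. In simulated libraries of the same depth, 200 genes were changed in Anther, at a dispersion of 0.05 in all tissues. The test found 9 of 67 genes changed by 2-fold, 63 of 67 changed by 4-fold and all of 66 changed by 8-fold. The real comparisons hold far more called genes and a spread that differs between tissues, so these rates do not carry over to them.

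**Figure D2:**
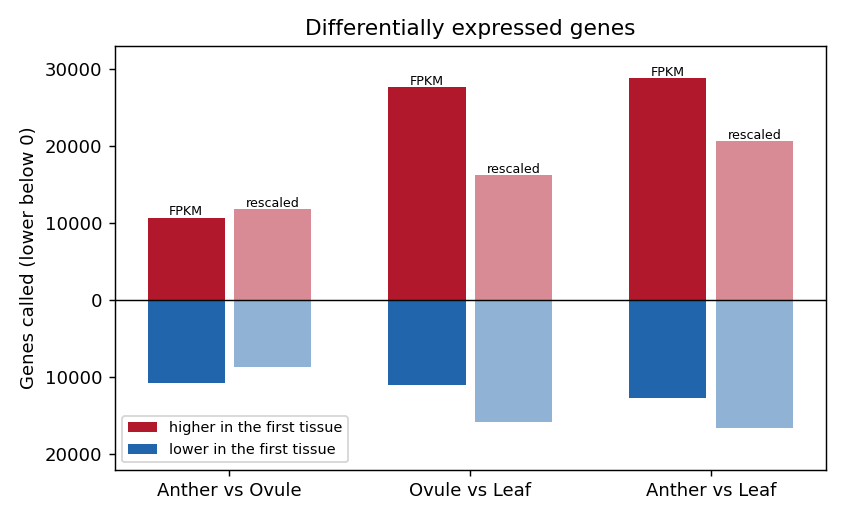
Number of genes called by limma in each comparison of tissues (vertical axis, genes; bars above 0 are genes higher in the first tissue and bars below 0 genes lower in it). Dark bars use FPKM and light bars FPKM rescaled by median-of-ratios factors. With rescaling the excess of higher genes in Ovule over Leaf is close to 0.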

The findings showed that there were differences in gene expression between reproductive tissue and vegetative tissue and male gamete development had more genes expressed than female gamete development in *Brassica* allohexaploids. 

### 2.3. Identification of Upregulated Genes Co-Expressed and Preferentially Expressed Genes in Male and Female Gamete Development of Brassica Allohexaploids

In order to study the common characteristics of male and female gamete development in *Brassica* allohexaploids, the 19,513 upregulated genes in Anther relative to Leaf and the 14,830 upregulated genes in Ovule relative to Leaf were overlapped. There were 25,667 upregulated genes co-expressed and 8676 preferentially expressed genes in male and female gamete development of *Brassica* allohexaploids (Figure 2a); 8605 of the 25,667 upregulated genes co-expressed in male and female gamete development were annotated using clusters of orthologous groups (COG) classification and functionally divided into 25 COG categories (Figure 2b). 

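Genes higher than Leaf in both reproductive tissues numbered 19015. Independent lists of the same lengths would share 10592 genes. Both comparisons use the same Leaf libraries, so that part of the overlap may come from that control, and 3 Leaf libraries are too few to give each comparison 2 of its own. In 20 simulations of unchanged tissues against the same Leaf libraries the overlap was 0 genes; these hold no real differences, so they do not measure how much the shared libraries add. By subgenome, 6650 of the shared genes came from the A-genome, 6885 from the B-genome and 5480 from the C-genome, shares of 35.0%, 36.2% and 28.8%. With rescaled FPKM the overlap was 11124 genes, with a pseudocount of 1 it was 11555, and where the test itself required a fold change above 2 (limma treat) it was 9325.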

COG clusters were mainly showed in General function prediction only [1494~13.43%]; Transcription [1079~9.70%]; Posttranslational modification, protein turnover, chaperones [861~7.74%]; Replication, recombination and repair [778~6.99%]; Carbohydrate transport and metabolism [775~6.97%]; Signal transduction mechanisms [590~5.30%]; Translation, ribosomal structure and biogenesis [576~5.18%]; Cell cycle control, cell division, chromosome partitioning [559~5.03%]; Amino acid transport and metabolism [557~5.01%]; and Lipid transport and metabolism [470~4.23%] (Figure 2b). To identify the key biological process pathways of common genes in male and female gamete development of *Brassica* allohexaploids, 8676 preferentially expressed genes at male and female gamete development stages were analyzed by gene ontology (GO) biological process enrichment analysis. The significantly enriched GO terms had DNA repair (GO: 0006281), DNA replication (GO: 0006260), synapsis (GO: 0007129), cell cycle (GO: 0007049), microtubule-based movement (GO: 0007018), DNA recombination (GO: 0006310), double-strand break repair via homologous recombination (GO: 0000724), mismatch repair (GO: 0006298), resolution of meiotic recombination intermediates (GO: 0000712), double-strand break repair (GO: 0006302), chiasma assembly (GO: 0051026), double-strand break repair via synthesis-dependent strand annealing (GO: 0045003), homologous recombination (GO: 0035825), regulation of double-strand break repair (GO: 2000779) and regulation of double-strand break repair via homologous recombination (GO: 0010569) (Figure 2c). These results suggested that common genes in male and female gamete development may be related to the homologous recombination of meiosis in *Brassica* allohexaploids.

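All 37 meiotic genes that the paper picked from these data were higher in both Anther and Ovule than in Leaf, with the same count when adjusted over the list alone. The list was chosen on these samples, so this is not independent evidence. The 7 genes of double-strand break formation summed to 2.09 ± 0.374 FPKM in Leaf, 19.9 ± 1.06 in Ovule and 28.7 ± 16.0 in Anther (SD, n = 3). The 6 genes of synapsis summed to 0.887 ± 0.291, 14.4 ± 1.57 and 98.3 ± 62.6 FPKM and the 14 genes of class I crossover to 0.646 ± 0.259, 16.4 ± 1.56 and 60.3 ± 41.6 FPKM. The 10 genes that limit crossovers summed to 3.33 ± 0.551, 38.5 ± 2.38 and 33.6 ± 9.34 FPKM. Between the reproductive tissues, 5 of 6 synapsis genes and 11 of 14 class I genes were higher in Anther by limma, the 7 genes of break formation had adjusted p of 0.093 to 0.87, and 2 of 10 non-crossover genes were lower in Anther (1 of 10 after rescaling). Of the 11 class I calls, 3 were lost when single libraries were left out, and a difference between the groups was not tested. Anther replicate 2 was the highest Anther library in all 4 groups, at 170.1 FPKM for synapsis against 55.1 and 69.8 in the other Anther libraries. With a pseudocount of 1, which shrinks changes of weakly expressed genes, 21 of the 37 were called in both comparisons.

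**Figure D3:**
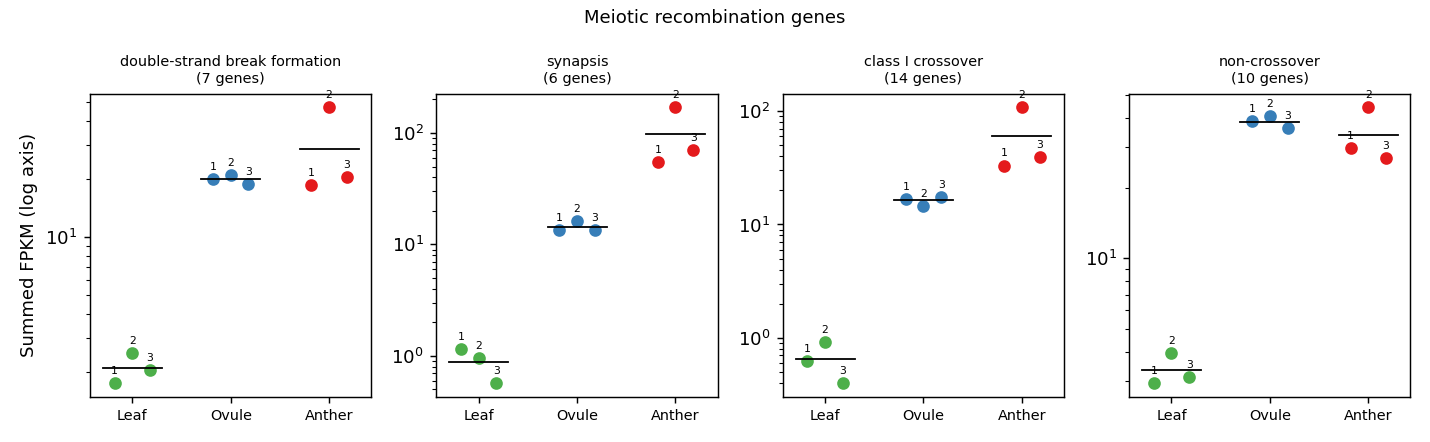
Summed FPKM of the 4 groups of meiotic genes in each library (vertical axis, log scale; each panel has its own range). Points are single libraries with their replicate number and the line is the mean of 3. In each panel the Leaf libraries are lowest and Anther replicate 2 is the highest library.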

*Arabidopsis* orthologs of seven genes, BniB034973 (orthologous to *SPO11-1* (Sporulation 11-1)), BniB027699 and Bol025700 (orthologous to *PRD1* (PUTATIVE RECOMBINATION INITIATION DEFECT 1)), Bra024921, Bra033241 and Bol007924 (orthologous to *PRD3* (PUTATIVE RECOMBINATION INITIATION DEFECT 3)) and BniB044390 (orthologous to *MTOPVIB* (Meiotic topoisomerase VIB-like)) are necessary for meiotic double-strand breaks (DSBs) formation (Figure 3). 

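The 7 genes of break formation were found in both Anther and Ovule and were low in Leaf. SPO11-1 (BniB034973), which encodes the subunit that makes the breaks, stood at 0.945 ± 0.406 FPKM in Ovule and 2.51 ± 1.76 in Anther (SD, n = 3), with 1 read in the 3 Leaf libraries. The 3 copies of PRD3 together reached 15.0 ± 0.458 FPKM in Ovule, 21.2 ± 12.4 in Anther and 1.42 ± 0.389 in Leaf. Mean FPKM of its C-genome copy Bol007924 was 78.5-fold higher in Ovule than in Leaf, and its log2 fold change was 5.46 (standard error 0.48, adjusted p = 7.0e-06 from limma) on log2(FPKM + 0.1), where the 0.1 shrinks changes of genes near 0. MTOPVIB (BniB044390) stood at 2.13 ± 0.0472 FPKM in Ovule, 2.10 ± 0.824 in Anther and 0.221 ± 0.0853 in Leaf. The 2 PRD1 copies summed to 1.83 ± 0.390, 2.87 ± 1.07 and 0.419 ± 0.168 FPKM in the same order. Across the 7 genes, log2 changes from Ovule to Anther ran from -0.08 to 1.21, and that of SPO11-1 had an adjusted p of 0.093 from limma. Anther replicate 2 held 47.1 FPKM for these genes, against 18.5 and 20.4 in the other Anther libraries.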

*SPO11-1* is essential for formation of DSBs in plants, and *PRD1*, *PRD3* and *MTOPVIB* have already been shown to play a key role in DNA DSBs formation in *Arabidopsis* (Figure 3) [28,29,30,31]. In addition, some meiosis genes related to synapses are also enriched in the GO biological process during the development of male and female gametes. Bra004222 and BniB009412 are orthologous to *ASY1* (Asynaptic 1), which encodes a protein essential for meiotic chromosomal synapsis and localizes to axis-associated chromatin [32]. 

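The 2 ASY1 copies, which encode a protein of the meiotic chromosome axis, were higher in Anther than in Ovule and higher in Ovule than in Leaf. The A-genome copy Bra004222 rose from 0.688 ± 0.0724 FPKM in Ovule to 31.6 ± 22.5 in Anther (SD, n = 3), and stood at 0.0760 ± 0.0827 in Leaf. The B-genome copy BniB009412 rose from 6.61 ± 0.960 to 24.0 ± 13.4 FPKM and stood at 0.323 ± 0.0139 in Leaf. The log2 fold change from Ovule to Anther was 5.11 (standard error 0.50, adjusted p = 4.0e-05 from limma) for Bra004222 and 1.72 (standard error 0.32, adjusted p = 0.0021 from limma) for BniB009412. The 2 copies were thus unlike in Ovule, where BniB009412 was the more abundant; a difference between the copies was not tested. Anther replicate 2 held 96.6 FPKM of both together, against 30.3 and 40.0 in replicates 1 and 3.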

In *B. rapa*, the axis-associated mutant plants of Bra004222 produce fewer crossovers (COs) due to abnormalities in meiosis (Figure 3) [33]. 

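ASY3, another axis protein, was found through its B-genome copy BniB041399 at 3.22 ± 0.0751 FPKM in Ovule, 4.14 ± 2.70 in Anther and 0.138 ± 0.101 in Leaf (SD, n = 3). Over Leaf, it was higher in Ovule by a log2 fold change of 3.89 (standard error 0.46, adjusted p = 5.4e-05 from limma) and in Anther by 4.06 (standard error 0.46, adjusted p = 3.7e-05 from limma). Between Ovule and Anther the log2 change was 0.17, with an adjusted p of 0.8 from limma. The Anther value rests on replicate 2, at 7.20 FPKM, more than on replicates 1 and 3, at 2.06 and 3.17 FPKM.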

BniB041399 is a homolog of *ASY3* (Asynaptic 3) (Figure 3). *AYS3* and *ASY1* have similar roles in *Arabidopsis*, and its deletion also disrupts synaptic complex (SC) formation [34]. Similarly, Bra003654, Bra035016 and Bol027500 are orthologs of *ZYP1a* encoding synaptonemal complex protein, which regulates chromosome synapsis and normal fidelity of crossing over (Figure 3) [35]. 

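All 3 ZYP1a copies, which encode a protein of the synaptonemal complex, were higher in Anther than in Ovule. Together they stood at 0.349 ± 0.173 FPKM in Leaf, 3.87 ± 0.612 in Ovule and 38.6 ± 24.1 in Anther (SD, n = 3). In mean FPKM Bra003654 rose 11.9-fold from Ovule to Anther, Bra035016 7.07-fold and Bol027500 16.9-fold. Their log2 fold changes from limma, which averages log2(FPKM + 0.1), were 3.31, 2.74 and 3.55, with adjusted p of 1.6e-04, 8.7e-04 and 7.2e-04. Over Leaf, Ovule was higher for each copy as well, by 3.69 (standard error 0.45, adjusted p = 5.9e-05 from limma) for Bra035016, while Bol027500 had 2 reads in Leaf. Anther replicate 2 was again the highest library, at 66.3 FPKM against 22.8 and 26.6.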

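HEI10, SHOC1 and SPO22, whose proteins act in the class I crossover pathway, rose from Leaf to Ovule, and 8 of their 11 copies were called higher again in Anther than in Ovule, 3 of them not in every fit with a library left out. The 7 HEI10 copies summed to 0.258 ± 0.200 FPKM in Leaf, 10.4 ± 1.71 in Ovule and 32.8 ± 22.6 in Anther (SD, n = 3). Bra039674, BniB026849, BniB009174 and Bol039109 were higher in Anther than in Ovule by log2 changes of 2.51, 2.12, 1.15 and 1.75, with adjusted p of 0.0034 to 0.019 from limma. The HEI10 copies Bra038126, BniB027427 and Bol035122 had changes of 0.35, 1.11 and 0.97 that did not pass the test. SPO22 copies Bra037488 and Bol043105 rose by 2.24 and 1.76 on the log2 scale from Ovule to Anther, and BniB000031 by 1.27 (standard error 0.44, adjusted p = 0.041 from limma), a call that was lost in 8 of the 9 fits with a library left out. SHOC1 (Bra029127) was weak, at 0.274 ± 0.0587 FPKM in Ovule and 1.87 ± 1.65 in Anther, with 4 reads in Leaf. Its rise over Leaf in Ovule, 1.53 (standard error 0.55, adjusted p = 0.031 from limma), was lost after rescaling, at 1.26, and was lost when any 1 Leaf or Ovule library was left out, at 1.41 to 1.64. The calls of BniB009174 from Ovule to Anther were lost without Ovule replicate 2, at 0.93, or Anther replicate 2, at 0.98, and those of Bol039109 without Ovule replicate 1, at 1.58, or Ovule replicate 2, at 1.64. Class I genes together held 108 FPKM in Anther replicate 2, against 33.2 and 39.5 in the other Anther libraries.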

The orthologs of these candidate genes, Bra039674, Bra038126, BniB027427, BniB026849, BniB009174, Bol039109 and Bol035122 (orthologous to *HEI10* (Homolog of human hei10)), Bra029127 (orthologous to *SHOC1* (Shortage in chiasmata 1)) and Bra037488, BniB000031 and Bol043105 (orthologous to *SPO22*) are ZMM proteins, which are required for the formation of class I meiotic COs (Figure 3) [36,37,38]. The *Arabidopsis* orthologous gene *MSH5* (Muts homolog 5) of Bra035777 and BniB043474 partners orthologous gene *MSH4* (Muts homolog 4) of Bol032857 in class I meiotic CO pathway [39]. 

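MSH4 and MSH5, which form a pair that stabilises recombination intermediates, were also highest in Anther. MSH4 (Bol032857) stood at 0.790 ± 0.173 FPKM in Ovule and 3.97 ± 2.58 in Anther (SD, n = 3), with 3 reads in the Leaf libraries together. The 2 MSH5 copies summed to 2.41 ± 0.198 FPKM in Ovule, 11.2 ± 8.08 in Anther and 0.230 ± 0.0845 in Leaf. Compared with Ovule, the log2 fold change in Anther was 2.02 (standard error 0.50, adjusted p = 0.0088 from limma) for MSH4, 1.78 for the MSH5 copy Bra035777 and 2.02 for BniB043474, with adjusted p of 0.012 and 0.0065 from limma for the MSH5 copies. In Anther replicate 2 the MSH5 copies reached 20.4 FPKM, against 5.32 and 7.77 in replicates 1 and 3.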

The *Arabidopsis* ortholog *TOP3a* (Topoisomerase 3alpha) of BniB047025 and *RMI1* (RecQ mediated instability 1) of Bra035838, Bra031944 and BniB045608 maintain genome stability by limiting CO formation in favor of non-crossover (NCO) events (Figure 3) [40,41]. 

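TOP3a and RMI1, partners that dissolve recombination intermediates without a crossover, were higher in both reproductive tissues than in Leaf and were not called between Anther and Ovule. TOP3a (BniB047025) stood at 3.69 ± 0.170 FPKM in Ovule, 2.95 ± 1.27 in Anther and 0.0756 ± 0.0645 in Leaf (SD, n = 3). The 3 RMI1 copies summed to 15.1 ± 0.570 FPKM in Ovule, 11.9 ± 4.39 in Anther and 0.360 ± 0.152 in Leaf. From Leaf to Ovule the log2 fold change was 4.49 (standard error 0.36, adjusted p = 4.0e-06 from limma) for TOP3a, 4.58 (standard error 0.38, adjusted p = 5.5e-06 from limma) for Bra031944 and 4.50 for BniB045608. The changes of these 3 genes from Ovule to Anther were -0.39, -0.39 and -0.55, with adjusted p of 0.4, 0.44 and 0.21 from limma.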

Bra034416, BniB042826 and Bol031970 are orthologous to *FANCM* (Fanconi anemia complementation group M), a highly conserved helicase, which functions as a major factor limiting meiotic CO formation (Figure 3) [42]. 

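FANCM was present on all 3 subgenomes and higher in both reproductive tissues than in Leaf, where it was not absent. Its 3 copies summed to 1.52 ± 0.290 FPKM in Leaf, 7.40 ± 0.918 in Ovule and 12.5 ± 3.75 in Anther (SD, n = 3). From Leaf to Ovule the log2 fold change was 2.00 (standard error 0.29, adjusted p = 2.1e-04 from limma) for Bra034416, 2.37 for BniB042826 and 2.04 for Bol031970. The copies changed from Ovule to Anther by 0.78, 0.38 and 0.77, all under the 2-fold threshold.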

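RECQ4A was the gene of this group with 2 of its 3 copies higher in Ovule than in Anther, 1 of 3 after rescaling. Bra018418 stood at 6.24 ± 0.727 FPKM in Ovule, 2.65 ± 0.238 in Anther and 0.460 ± 0.171 in Leaf (SD, n = 3), a log2 change from Ovule to Anther of -1.20 (standard error 0.26, adjusted p = 0.0044 from limma). Bra031741 had similar means in both, at 1.37 ± 0.101 and 1.37 ± 0.0891 FPKM, with a log2 change of 0.0048. All 3 copies were higher in Ovule than in Leaf, Bra018418 by 3.54 (standard error 0.26, adjusted p = 2.5e-06 from limma) and Bra031741 by 1.85. Summed over the copies, RECQ4A varied little among the Anther libraries, at 6.20 ± 0.0745 FPKM, while other meiotic genes peaked in Anther replicate 2.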

*RECQ4A*, an *Arabidopsis* ortholog of Bra018418, Bra031741 and Bol022020, has been found to play a key role in DNA repair and homologous recombination suppression (Figure 3) [43]. 

### 2.4. Identification of Preferentially Expressed Genes in Male Gamete Development of Brassica Allohexaploids

To better understand the development of male gametes in *Brassica* allohexaploids, we analyzed the preferentially expressed genes in male gamete development. Venn diagrams showed that the overlap of 14,366 upregulated genes in Anther vs. Ovule and 19,513 upregulated genes in Anther vs. Leaf was 9775 preferentially expressed genes in male gamete development (Figure 4a). 

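Genes higher in Anther than in both Ovule and Leaf numbered 8409, of which 3111 came from the A-genome, 3018 from the B-genome and 2280 from the C-genome. Lists of the same lengths with no relation would share 4107 genes. Both lists use the same Anther libraries, and in 20 simulations of unchanged tissues that shared them the overlap was 0; such simulations leave real differences out, and part of the overlap may come from the shared libraries. The A-genome made up 37.0% of these genes, against 35.3% of all genes tested. Leaving out single libraries gave 7794 genes at the lowest, without Anther replicate 1, and 8664 at the highest, without Anther replicate 2. Where the test itself required a fold change above 2 (limma treat), 5210 genes were called.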

We used GO annotation to functionally classify these 9775 genes based on their biological process. We found that GO terms associated with the activation of protein kinase activity (GO: 0032147), protein ubiquitination (GO: 0016567), pollen wall assembly (GO: 0010208), anther wall tapetum development (GO: 0048658), pollen exine formation (GO: 0010584), sporopollenin biosynthetic process (GO: 0080110), pollen development (GO: 0009555), callose deposition in cell walls (GO: 0052543), anther development (GO: 0048653) and pollen sperm cell differentiation (GO: 0048235) were significantly overrepresented within the preferentially expressed genes in male gamete development (Figure 4b). These findings showed that preferentially expressed genes in male gamete development were concentrated in pollen wall formation and other related pathways in *Brassica* allohexaploids.

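Each of the 51 genes of tapetum development, sporopollenin synthesis and pollen wall development was higher in Anther than in both Ovule and Leaf, also when adjusted over the list alone. The paper chose these genes on the same samples, so their direction is not independent evidence. In the paper's grouping, where TDF1 stands with sporopollenin synthesis, the 12 tapetum genes (AMS and MYB80) summed to 1694 ± 139 FPKM in Anther, 3.52 ± 4.31 in Ovule and 0.0418 ± 0.0365 in Leaf (SD, n = 3). The 24 sporopollenin genes summed to 5108 ± 1515, 22.6 ± 25.2 and 0.814 ± 0.207 FPKM, and the 15 pollen wall genes to 6206 ± 2440.3, 58.3 ± 25.1 and 25.6 ± 1.23 FPKM. By limma, log2 changes from Ovule to Anther ran from 4.17 to 10.61 over the list. In Ovule these genes were far from even among libraries: Ovule replicate 3 held 8.44 FPKM for tapetum genes, 51.3 for sporopollenin genes and 85.7 for pollen wall genes, against 0.449, 4.06 and 36.3 in replicate 1 and 1.66, 12.4 and 52.9 in replicate 2. Anther replicate 2 was lower than the other Anther libraries for sporopollenin genes, at 3413 FPKM, and pollen wall genes, at 3402 FPKM, but not for tapetum genes, at 1758 FPKM. Of the 51 genes, 24 were also called higher in Ovule than in Leaf, 11 when adjusted over the list alone and 14 after rescaling.

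**Figure D4:**
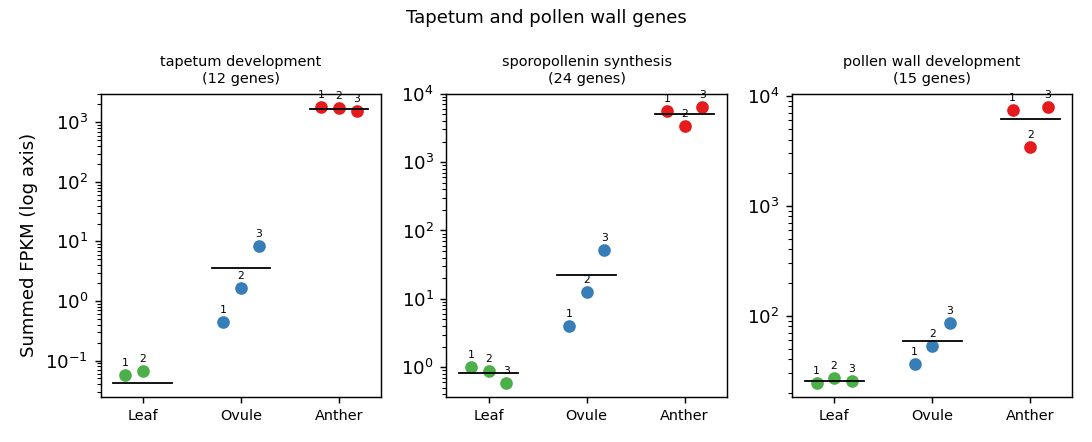
Summed FPKM of tapetum, sporopollenin and pollen wall genes in each library (vertical axis, log scale; each panel has its own range). Points are single libraries with their replicate number and the line is the mean of 3; Leaf replicate 3, at 0 FPKM for tapetum genes, is off the log axis. The Anther libraries are highest in each panel, and Ovule replicate 3 is the highest of the Ovule libraries.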

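All 6 AMS copies, 2 from each subgenome, were near 0 in Leaf and at high levels in Anther. Together they reached 1321 ± 179 FPKM in Anther, 2.33 ± 2.86 in Ovule and 0.0418 ± 0.0365 in Leaf (SD, n = 3). The C-genome copy Bol042692 was the most abundant of the 6 in Anther, at 344 ± 75.6 FPKM, and Bra002004 stood at 182 ± 31.1. Anther exceeded Ovule by a log2 fold change of 10.27 (standard error 0.74, adjusted p = 5.9e-06 from limma) for Bol042692 and 8.29 (standard error 0.57, adjusted p = 4.2e-06 from limma) for Bra002004. Of the AMS reads in Ovule, most were in replicate 3, at 5.58 FPKM against 0.227 and 1.19 in replicates 1 and 2.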

The transcription factor *AMS* (ABORTED MICROSPORES), *Arabidopsis* ortholog of Bra002004, Bra013041, BniB011765, BniB025753, Bol004758 and Bol042692, plays a vital role in tapetum and pollen development (Figure 5) [44]. *Arabidopsis* ortholog *MYB80* (MYB domain protein 80) also called *MS188* (Male Sterile 188), a member of the R2R3 MYB transcription factor gene family, of Bra002847, Bra035604, BniB030464, BniB044215, Bol009875 and Bol035011, is required for tapetal and pollen development (Figure 5) [45]. 

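The 6 MYB80 copies had no read in any of the 3 Leaf libraries and together reached 374 ± 40.2 FPKM in Anther (SD, n = 3). In Ovule they stood at 1.18 ± 1.46 FPKM, with 2.86 in Ovule replicate 3 against 0.222 and 0.470 in replicates 1 and 2. Mean FPKM of Bol035011 was 243-fold higher in Anther than in Ovule, and that of Bra035604 169.5-fold. On log2(FPKM + 0.1), averaged over libraries, their log2 fold changes were 7.83 (standard error 0.38, adjusted p = 5.6e-07 from limma) and 7.65 (standard error 0.68, adjusted p = 2.2e-05 from limma). Against Leaf, Bol035011 was at least 217-fold higher in Anther, with 3 reads per Leaf library as the floor.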

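TDF1, which encodes a transcription factor of the tapetum, was present on all 3 subgenomes and summed to 0.672 ± 0.202 FPKM in Ovule and 0.651 ± 0.197 in Leaf (SD, n = 3). The C-genome copy Bol042967 had no read in Ovule and stood at 18.7 ± 8.50 FPKM in Anther, at least 92.3-fold higher with 3 reads per Ovule library as the floor. BniB025201 rose 186-fold in mean FPKM from Ovule to Anther; its log2 fold change was 6.59 (standard error 0.45, adjusted p = 4.4e-06 from limma), smaller because 0.1 is added to a level near 0 in Ovule before the log. In contrast to most genes that the paper groups with it under sporopollenin synthesis, TDF1 was highest in Anther replicate 2, at 116 FPKM against 59.8 and 57.7, and not raised in Ovule replicate 3, at 0.681 FPKM.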

Bra025337, BniB025201 and Bol042967 are orthologous to *TDF1* (Tapetal Development and Function 1), regulating tapetal differentiation and function (Figure 5) [46]. 

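CYP703A2 and CYP704B1, cytochrome P450 enzymes that hydroxylate fatty acids for the pollen wall, were confined almost wholly to Anther. The 5 CYP703A2 copies summed to 866 ± 561 FPKM in Anther, 6.56 ± 8.61 in Ovule and 0.0257 ± 0.0445 in Leaf (SD, n = 3). The 3 CYP704B1 copies summed to 596 ± 322 FPKM in Anther and 2.71 ± 3.28 in Ovule, with no read in Leaf. Bol040704 and Bra004386 changed by 7.94 (standard error 1.33, adjusted p = 0.001 from limma) and 8.63 (standard error 1.12, adjusted p = 2.2e-04 from limma) on the log2 scale from Ovule to Anther. Single libraries differed widely: CYP703A2 held 219 FPKM in Anther replicate 2, against 1173 and 1207 in the others, and 16.3 FPKM in Ovule replicate 3, against 0.138 and 3.20.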

*Arabidopsis* orthologs *CYP703A2* of Bra032631, Bra033272, BniB042784, Bol018458 and Bol040704, as well as *CYP704B1* of Bra004386, BniB031958 and Bol023932, are essential for sporopollenin synthesis in pollen development (Figure 5) [47,48]. Furthermore, *Arabidopsis* orthologs of some genes (Bra036646 and BniB001185 orthologous to *ACOS5* (Acyl-CoA Synthetase 5), Bra034658, Bra011566, Bra017681, BniB036573, BniB040820, BniB048407, Bol013698 and Bol034656 orthologous to *LAP5* (Less adhesive pollen 5) and Bra017147, BniB016901 and Bol025267 orthologous to *LAP6* (Less adhesive pollen 6)) have been shown to perform important roles in pollen development and sporopollenin biosynthesis (Figure 5) [49,50]. 

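ACOS5, LAP5 and LAP6, enzymes that act on fatty acyl chains for sporopollenin, were high in Anther and low in Ovule and Leaf. The 2 ACOS5 copies summed to 885 ± 100.3 FPKM, the 8 LAP5 copies to 2037 ± 276 and the 3 LAP6 copies to 644 ± 324 (SD, n = 3). In Ovule the sums were 2.72 ± 3.74, 4.71 ± 6.18 and 5.19 ± 3.39 FPKM, and in Leaf 0.0160 ± 0.0140, 0.0278 ± 0.0482 and 0.0934 ± 0.0306. Mean FPKM of Bra036646 (ACOS5) rose 312-fold from Ovule to Anther, Bra017681 (LAP5) 489-fold and Bra017147 (LAP6) 65.9-fold. Their log2 fold changes, from means of log2(FPKM + 0.1) and not from mean FPKM, were 9.25 (standard error 0.86, adjusted p = 2.9e-05 from limma), 10.45 (adjusted p = 4.6e-05 from limma) and 5.89 (standard error 0.38, adjusted p = 3.0e-06 from limma). In Ovule replicate 3 the LAP5 copies held 11.8 FPKM, against 0.328 and 2.03 in replicates 1 and 2, and in Anther replicate 2 the LAP6 copies held 301 FPKM, against 688 and 945.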

Other important candidate genes Bra010535 and BniB015834 are orthologous to *TKPR1* (TETRAKETIDE alpha-PYRONE REDUCTASE 1) (previously called *DRL1* (Dihydroflavonol 4-reductase-like1)), regulating a metabolic pathway critical for sporopollenin monomer biosynthesis, pollen wall formation and male fertility (Figure 5) [51,52]. 

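The 2 TKPR1 copies summed to 2028 ± 350.5 FPKM in Anther, 13.6 ± 5.73 in Ovule and 3.53 ± 0.111 in Leaf (SD, n = 3). They were not alike outside the anther: BniB015834 was found at 3.45 ± 0.146 FPKM in Leaf and 10.3 ± 1.68 in Ovule, while Bra010535 stood at 3.32 ± 4.23 in Ovule and 0.0724 ± 0.0628 in Leaf. From Ovule to Anther the log2 fold change was 9.30 (standard error 0.88, adjusted p = 3.2e-05 from limma) for Bra010535 and 6.49 (standard error 0.18, adjusted p = 9.4e-08 from limma) for BniB015834. Ovule replicate 3 held 19.9 FPKM of TKPR1, against 8.74 and 12.1 in replicates 1 and 2.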

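TKPR2 was highest in Anther but, unlike most genes of the pollen wall, was also present in Leaf and Ovule. The 4 copies summed to 978 ± 181 FPKM in Anther, 29.4 ± 2.02 in Ovule and 21.9 ± 1.18 in Leaf (SD, n = 3). In Ovule most of the sum came from BniB031910 and Bol024018 and little from the A-genome copies. Bol024018 stood at 10.8 ± 0.689 FPKM in Leaf, 6.90 ± 0.961 in Ovule and 448 ± 136 in Anther, while Bra008822 stood at 107 ± 61.2 in Anther and 0.476 ± 0.524 in Ovule. Bol024018 rose from Ovule to Anther by 5.96 (standard error 0.21, adjusted p = 1.3e-07 from limma) and Bra008822 by 7.91 (standard error 0.81, adjusted p = 5.1e-05 from limma) on the log2 scale. From Leaf to Ovule, Bol024018 changed by -0.65, which is under the 2-fold threshold, and by -1.27 after rescaling, where it was called lower in Ovule.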

Bra004316, Bra008822, BniB031910 and Bol024018 are orthologous to *TKPR2* (TETRAKETIDE alpha-PYRONE REDUCTASE 2), which regulates the biochemical pathway for sporopollenin monomer biosynthesis in *Arabidopsis* (Figure 5) [51]. Bra034793, Bra038691, BniB010680, BniB035126, Bol007277 and Bol010336 are orthologous to *MS2* (Male Sterile 2), which encodes for a plastid-localized fatty acyl carrier protein reductase, is essential for pollen wall development in *Arabidopsis* (Figure 5) [53]. 

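The 6 MS2 copies, 2 from each subgenome, summed to 2233 ± 1533 FPKM in Anther, 11.2 ± 12.7 in Ovule and 0.264 ± 0.0757 in Leaf (SD, n = 3). The Anther libraries were far apart, at 2962 FPKM in replicate 1, 471 in replicate 2 and 3267 in replicate 3, and each was far above the highest Ovule library, replicate 3 at 25.0 FPKM. Ovule replicate 1 held no MS2 read and replicate 2 stood at 8.67 FPKM. Log2 fold changes from Ovule to Anther ran from 7.90 to 8.93 over the copies, with 8.93 (standard error 1.03, adjusted p = 1.1e-04 from limma) for Bra038691.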

*ABCG26* (ATP-Binding Cassette Transporter G26), *Arabidopsis* ortholog of Bra039378, BniB034970 and Bol015793, is important for male fertility and pollen exine formation (Figure 5) [54]. 

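ABCG26, a transporter through which tapetum cells export sporopollenin precursors, was found on all 3 subgenomes in Anther and in no Leaf library. Its copies summed to 967 ± 452 FPKM in Anther and 4.08 ± 4.70 in Ovule (SD, n = 3). Bra039378 was at least 1375-fold higher in Anther than in Leaf, with 3 reads per Leaf library as the floor, and in mean FPKM 317-fold higher than in Ovule. The log2 fold change from Ovule to Anther, on log2(FPKM + 0.1), was 8.62 (standard error 0.85, adjusted p = 4.0e-05 from limma) for Bra039378 and 8.78 (standard error 1.09, adjusted p = 1.7e-04 from limma) for Bol015793. Ovule replicate 3 held 9.24 FPKM, against 0.0315 and 2.98 in replicates 1 and 2, and Anther replicate 2 held 463 FPKM, against 1334 and 1103.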

### 2.5. Identification of Preferentially Expressed Genes in Female Gamete Development of Brassica Allohexaploids

We next analyzed the preferentially expressed genes involved in female gamete development to explore their key events in *Brassica* allohexaploids. 

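Genes higher in Ovule than in both Anther and Leaf numbered 6781, fewer than the genes preferential to Anther. The A-genome gave 2457 of them, the B-genome 2437 and the C-genome 1887, shares of 36.2%, 35.9% and 27.8%. Unrelated lists of the same lengths would share 3953 genes, and 20 simulations of unchanged tissues that shared the Ovule libraries gave 0, which leaves open how much of the overlap comes from sharing them once real differences are present. After rescaling the overlap was 4671 genes, and with limma treat, where a fold change above 2 is part of the test, it was 2250.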

4553 genes preferentially expressed in female gamete development were identified by overlapping 7939 and 14,830 upregulated genes of Ovule vs. Anther and Ovule vs. Leaf (Figure 6a). These genes were analyzed by GO biological process pathway analysis. These GO terms related to cell differentiation (GO: 0030154), auxin biosynthetic process (GO: 0009851), integument development (GO: 0080060), cell division (GO: 0051301), glucosinolate biosynthetic process (GO: 0019761), auxin-activated signaling pathway (GO: 0009734), polarity specification of adaxial/abaxial axis (GO: 0009944), regulation of proanthocyanidin biosynthetic process (GO: 2000029), plant ovule development (GO: 0048481) and regulation of jasmonic acid mediated signaling pathway (GO: 2000022) were significantly enriched in female gamete development (Figure 6b). These results suggested that genes preferentially expressed in female gamete development may be related to cell division, nuclear positioning, cell differentiation and auxin-activated synthesis and signal transduction of *Brassica* allohexaploids.

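All 23 genes that the paper picked for the female gamete were higher in Ovule than in Anther and in Leaf, also when adjusted over the list alone. As the list was chosen on these samples, that count is not independent evidence. The 14 genes of mitosis summed to 178 ± 15.1 FPKM in Ovule, 56.4 ± 5.84 in Anther and 18.3 ± 1.37 in Leaf (SD, n = 3). The 6 genes of nuclear positioning summed to 44.1 ± 3.22, 16.8 ± 1.48 and 2.26 ± 0.449 FPKM, and the 3 genes of cell fate and development to 22.1 ± 5.88, 7.31 ± 1.22 and 4.02 ± 0.902 FPKM. By limma, log2 changes from Ovule to Anther lay between -2.20 and -1.11, and those from Leaf to Ovule between 1.64 and 5.18. The difference from Anther was thus modest, and 17 of the 23 genes were also higher in Anther than in Leaf (12 after rescaling). After rescaling 22 of the 23 were still higher in Ovule than in Anther, whereas limma treat, which tests for a change above 2-fold, called 4 of the 23 in both comparisons.

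**Figure D5:**
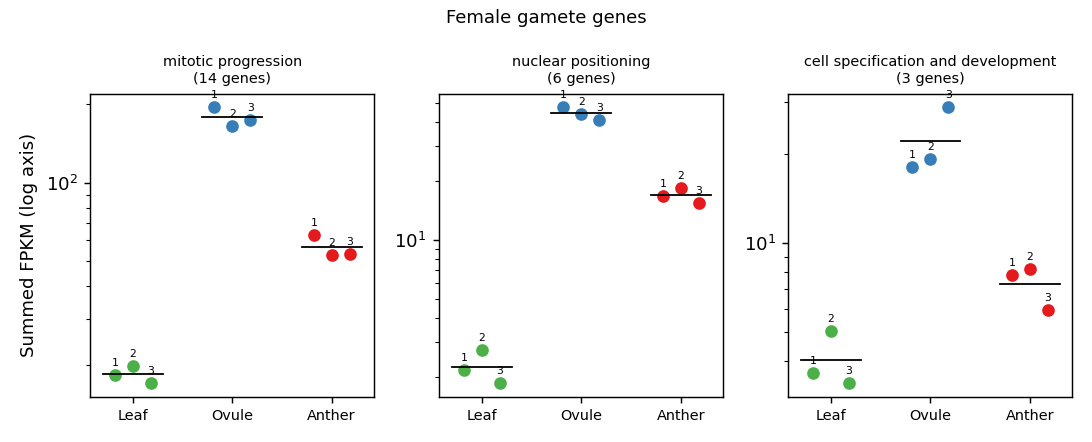
Summed FPKM in each library of genes of the 3 groups: mitosis, position of nuclei, and specification of cells (vertical axis, log scale; each panel has its own range). Points are single libraries with their replicate number and the line is the mean of 3. In each panel the Ovule libraries are highest and the Leaf libraries lowest.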

Megagametogenesis begins when FM passes through three rounds of nuclear division, producing an eight-nucleate syncytium. Many genes have been implicated in the mitosis entry and progression during female gametophyte development. *Arabidopsis* ortholog *AUX1* (AUXIN RESISTANT 1) of Bra000160 and Bol020456, and *PIN1* (PIN-FORMED 1) of Bra015983, BniB013785, BniB015990, Bol026255 and Bol039419 are essential in sporophytes for auxin import and local auxin biosynthesis to regulate mitosis (Figure 7) [55,56]. 

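The auxin importer AUX1 was highest in Ovule. Its 2 copies summed to 5.22 ± 1.03 FPKM in Ovule, 1.48 ± 0.170 in Anther and 0.763 ± 0.375 in Leaf (SD, n = 3). The C-genome copy Bol020456 stood at 3.11 ± 0.902 FPKM in Ovule, 0.894 ± 0.0596 in Anther and 0.426 ± 0.291 in Leaf. From Ovule to Anther it changed by -1.65 (standard error 0.39, adjusted p = 0.0071 from limma) on the log2 scale, and the A-genome copy Bra000160 by -1.71 (standard error 0.32, adjusted p = 0.002 from limma).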

The anaphase-promoting complex/cyclosome (APC/C) is a multi-subunit E3 ligase, which plays a critical role in regulating cell-cycle progression [57]. 

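APC1, a scaffold subunit of the complex, was weakly expressed and highest in Ovule. The 2 copies summed to 3.55 ± 0.594 FPKM in Ovule, 1.45 ± 0.147 in Anther and 0.932 ± 0.0692 in Leaf (SD, n = 3). BniB038334 was lower in Anther than in Ovule by a log2 change of -1.25 (standard error 0.28, adjusted p = 0.0053 from limma). Bra028755 changed by -1.11 (standard error 0.27, adjusted p = 0.0087 from limma), and this call was lost after rescaling, at -0.96, and without Ovule replicate 1, at -0.91. From Leaf to Ovule the log2 fold changes were 1.81 and 1.64 for Bra028755 and BniB038334, with adjusted p of 2.6e-04 and 5.6e-04 from limma.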

Bra028755 and BniB038334 are orthologous to *APC1* (Figure 7). The three mutants *apc1-1*, *apc1-2*, and *apc1-3* had similar problems in female gametogenesis, such as degradation, aberrant nuclear number, and altered nuclei polarity in the embryo sac, as well as embryogenesis [57]. 

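Bra036475, the NOP10 ortholog, stood at 33.2 ± 7.30 FPKM in Ovule, 9.61 ± 3.34 in Anther and 3.98 ± 1.13 in Leaf (SD, n = 3). NOP10 belongs to the particles that guide pseudouridylation of ribosomal RNA. It was 8.34-fold higher in mean FPKM in Ovule than in Leaf, with a log2 fold change by limma of 3.05 (standard error 0.29, adjusted p = 1.1e-05 from limma), and lower in Anther than in Ovule by a log2 change of -1.81 (standard error 0.29, adjusted p = 7.6e-04 from limma).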

*Arabidopsis* ortholog *NOP10* of Bra036475 affects megaspore mitosis and polar nuclear fusion in female gametophyte development (Figure 7) [58]. 

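RanGAP1, which stimulates the GTPase activity of Ran, was the most abundant gene of the female list. Its 4 copies summed to 72.0 ± 3.82 FPKM in Ovule, 24.8 ± 1.58 in Anther and 8.37 ± 0.0679 in Leaf (SD, n = 3). The B-genome copy BniB007136 stood at 21.1 ± 2.29 FPKM in Ovule and 5.78 ± 0.454 in Anther, a log2 change of -1.85 (standard error 0.15, adjusted p = 1.2e-05 from limma). In mean FPKM, Bra040432 rose 29.7-fold from Leaf to Ovule and Bol045717 5.06-fold. Their log2 fold changes from Leaf to Ovule, on log2(FPKM + 0.1), were 4.72 (standard error 0.24, adjusted p = 3.0e-07 from limma) and 2.32 (standard error 0.15, adjusted p = 9.8e-07 from limma).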

Bra007730, Bra040432, BniB007136 and Bol045717 are orthologous to *RanGAP1* (Ran GTPase Activating Protein 1), which is essential in sporophytes and may regulate mitotic cell cycle progression of female gametophyte development (Figure 7) [59]. 

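Bra007622, which encodes a gamma-tubulin that nucleates microtubules, stood at 16.9 ± 0.213 FPKM in Ovule, 7.29 ± 0.616 in Anther and 1.63 ± 0.569 in Leaf (SD, n = 3). This TUBG1 ortholog was 10.4-fold higher in mean FPKM in Ovule than in Leaf, and on log2(FPKM + 0.1) its log2 fold change was 3.34 (standard error 0.21, adjusted p = 1.1e-06 from limma). From Ovule to Anther its log2 change was -1.20 (standard error 0.21, adjusted p = 0.0014 from limma).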

*Arabidopsis* ortholog *TUBG1*, γ-tubulin gene, of Bra007622 is involved in the position of the nuclei (Figure 7) [60]. 

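NACK1 encodes a kinesin needed to build the new wall between daughter cells, and Bol030782, 1 of its 5 copies, rose more from Leaf to Ovule than any other gene of the female list. The copies summed to 0.625 ± 0.130 FPKM in Leaf, 27.2 ± 3.04 in Ovule and 9.53 ± 1.31 in Anther (SD, n = 3). Bol030782 was 83.2-fold and BniB047288 56.1-fold higher in mean FPKM in Ovule than in Leaf, and after 0.1 was added to each value their log2 fold changes were 5.18 (standard error 0.27, adjusted p = 3.4e-07 from limma) and 4.71 (standard error 0.28, adjusted p = 6.4e-07 from limma). From Ovule to Anther the 5 copies changed by -1.77 to -1.28 on the log2 scale, the largest for Bra031027, with an adjusted p of 0.006 from limma.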

Bra025912, Bra031027, BniB047288, Bol009730 and Bol030782 are *Arabidopsis* ortholog of *NACK1* (NPK1-ACTIVATING KINESIN 1), which is necessary for cellularization and nuclear positioning during female gametophyte development (Figure 7) [61]. In addition, some genes play an important role in cell specification and development. BniB000251 is orthologous to *NFD1* (Nuclear fusion defective1), encoding the *Arabidopsis* RPL21M protein, which regulates karyogamy in female gametophyte development (Figure 7) [62]. 

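BniB000251, orthologous to NFD1, was at 11.2 ± 2.49 FPKM in Ovule, 3.70 ± 0.767 in Anther and 2.79 ± 0.677 in Leaf (SD, n = 3). It was higher in Ovule than in Leaf by a log2 fold change of 1.97 (standard error 0.24, adjusted p = 6.2e-05 from limma) and lower in Anther than in Ovule by -1.57 (standard error 0.24, adjusted p = 6.1e-04 from limma). Anther and Leaf differed by 0.40 on the log2 scale, with an adjusted p of 0.16 from limma, below the 2-fold threshold.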

The *Arabidopsis* ortholog *AMP1* (Altered meristem program 1) of Bra014794 and BniB007415 has been shown to play an essential role in synergid cell fate for megagametogenesis (Figure 7) [63].

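The 2 AMP1 copies were highest in Ovule, at 10.9 ± 3.59 FPKM together against 3.61 ± 0.559 in Anther and 1.23 ± 0.302 in Leaf (SD, n = 3). By mean FPKM, Bra014794 rose 13.9-fold and BniB007415 5.87-fold from Leaf to Ovule. On log2(FPKM + 0.1), log2 fold changes from Leaf to Ovule were 3.50 (standard error 0.32, adjusted p = 9.6e-06 from limma) and 2.42 (standard error 0.31, adjusted p = 9.1e-05 from limma), and from Ovule to Anther -1.29 (standard error 0.32, adjusted p = 0.0087 from limma) and -1.91 (standard error 0.31, adjusted p = 9.0e-04 from limma). Ovule replicate 3 held 15.0 FPKM of AMP1, against 9.29 and 8.46 in replicates 1 and 2.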

### 2.6. Validation of Expression Profiling by Real-Time Quantitative PCR (RT-qPCR)

We further tested the reliability of RNA-Seq results by RT-qPCR. The randomly selected male and female gamete development-related genes BniB000031 (*SPO22*), Bra035838 (*RMI1*), Bol022020 (*RECQ4A*), Bra000160 (*AUX1*), Bol039419 (*PIN1*), BniB025753 (*AMS*), Bra025337 (*TDF1*), Bol034656 (*LAP5*) and BniB031910 (*TKPR2*) were verified by RT-qPCR. The results showed that the selected genes were positive by RT-qPCR (Figure 8). The expression patterns showed the same trend as that detected by RNA-Seq analysis (Figure 8). 

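In the RNA-Seq data, 8 of the genes chosen for RT-qPCR fell into the 3 patterns of their lists. SPO22 (BniB000031), RMI1 (Bra035838) and RECQ4A (Bol022020) were low in Leaf, at 0.0640 ± 0.0253, 0.0738 ± 0.0269 and 0.597 ± 0.0777 FPKM, and stood at 0.891 ± 0.115, 4.49 ± 0.358 and 4.64 ± 0.423 FPKM in Ovule and 2.64 ± 1.81, 3.67 ± 0.997 and 2.18 ± 0.124 FPKM in Anther (SD, n = 3). AUX1 (Bra000160) was highest in Ovule, at 2.12 ± 0.356 FPKM, against 0.589 ± 0.189 in Anther and 0.337 ± 0.0984 in Leaf. AMS (BniB025753), TDF1 (Bra025337), LAP5 (Bol034656) and TKPR2 (BniB031910) were highest in Anther, at 201 ± 25.0, 38.3 ± 15.5, 403 ± 19.5 and 401 ± 71.9 FPKM, against 0.455 ± 0.544, 0.559 ± 0.142, 0.355 ± 0.568 and 21.9 ± 0.464 FPKM in Ovule. From Ovule to Anther, the log2 change was 1.27 (standard error 0.44, adjusted p = 0.041 from limma) for SPO22 and -1.052 (standard error 0.21, adjusted p = 0.0027 from limma) for RECQ4A, while RMI1 did not pass the test, at -0.31 with an adjusted p of 0.37 from limma. The SPO22 call was lost on leaving out any single library other than Anther replicate 1, at 0.76 without Anther replicate 2 and 1.17 to 1.35 for the others. RECQ4A lost its call after rescaling, at -0.90, and without Ovule replicate 2, at -0.996. RT-qPCR values were not analysed here, and the RT-qPCR used the RNA of the same samples.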

## 3. Discussion

### 3.1. Meiosis-Related Genes May Affect Homologous Recombination during Male and Female Gamete Development in Brassica Allohexaploids

The key events in both the male and female gamete development of *Brassica* allohexaploids mainly focused on meiosis-related genes and pathways. Polyploidy species may be used more as model organisms for meiosis in the future, and *Brassica* has attracted attention as model of allopolyploid meiotic regulation mechanisms [64]. Meiosis leads to the production of genetically unique haploid spores, which contribute to genome stability and genetic diversity. Crossover of homologous recombination ensures faithful segregation of homologous chromosomes in meiosis I [65]. Meiotic CO produces new combinations of alleles, increasing the genetic diversity of gametes [66]. Meiosis forms DNA DSB through programming, processes and repairs DSB by homologous recombination. In all eukaryotes, *SPO11-1* is a strict requirement for meiosis DSB formation. In *Arabidopsis* and *Brassica*, meiotic DSB formation is required for synapsis and SC formation. Crossover or non-crossover recombination products can be isolated and genetically tested by recombination intermediates formed between homologous chromosomes. Consequently, we hypothesized that meiosis-related genes may affect homologous recombination during male and female gamete development in *Brassica* allohexaploids.

### 3.2. TDF1, AMS and MS188 May Influence Tapetum Development and Pollen Wall Formation in Brassica Allohexaploids

Male gamete development affects the effective pollination control system, which is the premise of utilizing heterosis of *Brassica* allohexaploids. The development of male gametes is accompanied by tapetal development, sporopollenin synthesis and pollen wall formation. Tapetum is the innermost layer of the four anther somatic cell layers, and provides material for pollen development. The main component of the exine is sporopollenin, which is produced by the tapetum. The tapetal development regulatory network during male gamete development has been studied in *Arabidopsis*, in which *TDF1* may be involved in redox and cell degradation [67,68,69]. *AMS* is thought to control lipid transfer proteins in pollen wall building, repressing of upstream regulators and promoting of AMS protein degradation [44,67]. Most cell wall–related genes are regulated by transcription factor *MS188*, which is involved in both tapetum cell wall degradation and pollen wall synthesis [67]. *TDF1* controls *AMS* directly through an AACCT cis-element, and *TDF1* and *AMS* control downstream genes in a feed-forward loop [68]. In addition, *MS188* can activate the expression of *CYP704B1*, *ACOS5* and *TKPR1*, and form a feedforward loop with its direct upstream regulatory factor *AMS* to activate the sporopollenin biosynthesis pathway and rapidly form pollen wall in *Arabidopsis* [69]. Therefore, we speculated that these genes in *Brassica* allohexaploids may also potentially affect tapetum development and pollen wall formation.

### 3.3. AUX1 and PIN1 May Regulate the Formation of the Seven-Cell Embryo Sac in Brassica Allohexaploids

Female gamete development is rarely studied compared to male gamete development. To enable female gametophyte fertilization, hence plant reproduction, megagametogenesis comprises carefully controlled mitotic divisions, repositioning of nuclei along a polar axis and the acquisition of different identities by individual cells [70]. Auxin levels are known to be controlled by biosynthesis and transport, and it is critical for sporophytic developmental processes. During embryo sac development, localized auxin biosynthesis and import are essential for mitotic divisions, cell growth and patterning [55]. *AUX1* and *PIN1* influence mitosis progression at one-, two- and four-nucleate stages [55]. The final position of the nuclei foreshadows the cellularization pattern that divides the female gametophyte into seven cells. Furthermore, cellular identity is most likely determined by the location of the nuclei and related cells along the micropylar–chalazal axis. Therefore, these genes involved in mitosis, nuclear localization, cell differentiation and development may be related to the formation of mature seven-cell embryo sac in *Brassica* allohexaploids.

## 4. Materials and Methods

### 4.1. Plant Materials, Tissue Collection and RNA Extraction

A trigenomic *Brassica* allohexaploid (BBCCAA, 2n = 54) was generated by interspecific hybridization and chromosome doubling between maternal *B. carinata* (“VI047487”, BBCC, 2n = 34) and paternal *B. rapa* (“JK66-83”, AA, 2n = 20) in this study. These *Brassica* allohexaploid materials were grown in greenhouse with a 16-h light/8-h dark cycle at 22 °C. These plants were later chromosomally identified as allohexaploid (2n = 54). Anthers and ovules of these *Brassica* allohexaploids were collected according to the previous methods reported [25,27]. After flowering, anthers from meiosis to mature pollen stage (Anther) and ovules from meiosis to mature embryo sac stage (Ovule) were collected, and young leaves (Leaf) of main inflorescences were also collected as vegetative tissue (organ) control. Three biological replicates were taken from each tissue of *Brassica* allohexaploids. These samples were rapidly frozen in liquid nitrogen and stored at −80 °C to extract RNA. The purity of the samples was determined by NanoPhotometer^®^ (IMPLEN, Westlake Village, CA, USA). The concentration and integrity of RNA samples were detected using Agilent 2100 RNA nano 6000 detection kit (Agilent Technology, Santa Clara, CA, USA).

### 4.2. cDNA Library Construction, Filter and Alignment

A total amount of 1–3 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using VAHTS Universal V6 RNA-Seq Library Prep Kit for Illumina ^®^. In order to guarantee the data quality used to analysis, the useful Perl script was used to filter the original data (Raw Data). The reference genomes and the annotation file were downloaded from *B. rapa* genome v1.5 sequence, *B. nigra* genome v1.1 sequence and *B. oleracea* genome v1.0 sequence (http://Brassicadb.cn, accessed on 1 May 2021). Bowtie2 v2.2.3 was used for building the genome index, and Clean Data was then aligned to the reference genomes using HISAT2 v2.1.0 [71]. The RNA-Seq data was uploaded to the NCBI Gene Expression Omnibus (GEO), and its accession number, GSE201456, may be used to retrieve it.

### 4.3. FPKM and DEGs

Reads count for each gene in each sample was counted by HTSeq v0.6.0 (Simon Anders, Heidelberg, Germany), and FPKM was then calculated to estimate the expression level of genes in each sample. DESeq2 estimated the expression level of each gene in per sample by the linear regression, then calculated the *p*-value with Wald test [72]. The *p*-value was corrected by the BH method. Genes with fold change ≥ 2 and q-value (adjusted *p*-value) ≤ 0.05 were identified as DEGs.

### 4.4. Function Enrichment Analysis

The DEGs aligned to COG were classified according to functions of genes (http://www.ncbi.nlm.nih.gov/COG/, accessed on 7 August 2021). The GO enrichment of DEGs was implemented by the hypergeometric test, in which *p*-value was calculated and adjusted as q-value, and data background was genes in the whole genome (http://geneontology.org/, accessed on 27 August 2021). GO terms with q-value < 0.05 were considered to be significantly enriched. GO enrichment analysis could exhibit the biological functions of the DEGs. The information about *Arabidopsis* ortholog of *Brassica* was obtained from Brassicaceae Database (BRAD) (http://Brassicadb.cn, accessed on 1 May 2021). 

### 4.5. RT-qPCR

In order to verify the accuracy of RNA-Seq, nine candidate genes were randomly selected for RT-qPCR. The cDNA used the same RNA samples of the RNA-Seq. The RT-qPCR analysis was performed using the SYBR Green I. To standardize the results, *BrGAPDH* was employed as an internal reference control. Three biological replicates were used for each sample. Primer Premier 5.0 was used to design gene-specific primers for nine genes and these primer sequences were listed in Table S1. The CT values (the fractional cycle number at which the fluorescence crosses the specified threshold) were generated using CFX manager software and evaluated using the 2^−ΔΔCt^ method [73].

## 5. Conclusions

The transcriptome profiling of anthers and ovules revealed the candidate genes of homologous recombination in male and female meiosis, the genes of tapetum development, sporopollenin biosynthesis and pollen wall formation in male gamete development and the genes of mitosis, nuclear localization, cell differentiation and development in female gamete development of *Brassica* allohexaploids. Our findings enhance the understanding of the genes involved in the male and female gamete development of *Brassica* allohexaploids and lay a foundation for the reproductive study of polyploids.

## Figures and Tables

**Figure 1:**
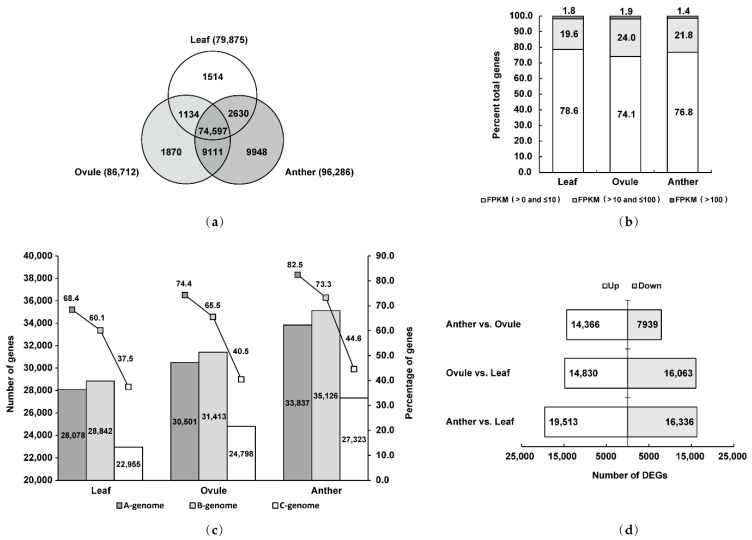
Overview of gene expression in Anther, Ovule and Leaf of *Brassica* allohexaploids: (**a**) Venn diagram showing the overlap between expressed genes in Anther, Ovule and Leaf; (**b**) distribution of FPKM range in Anther, Ovule and Leaf; (**c**) the number of genes from A, B and C-genomes in Anther, Ovule and Leaf and the proportion of genes in the reference genomes; and (**d**) results of pairwise differential expression analysis in Anther, Ovule and Leaf.

**Figure 2:**
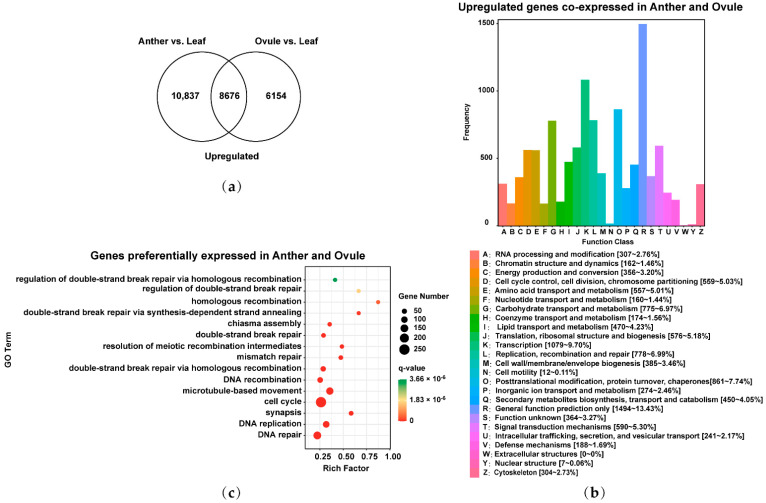
Identification and functional analysis of upregulated genes co-expressed and preferentially expressed genes in Anther and Ovule of *Brassica* allohexaploids: (**a**) Venn diagram showing the overlap of upregulated genes between Anther vs. Leaf and Ovule vs. Leaf; (**b**) clusters of orthologous groups (COG) classification of upregulated genes co-expressed in Anther and Ovule; and (**c**) gene ontology (GO) biological process pathway enrichment analysis of preferentially expressed genes in Anther and Ovule.

**Figure 3:**
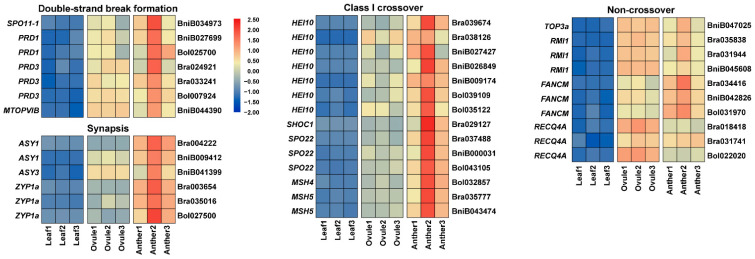
The expression patterns of double-strand break formation, synapsis, class I crossover and non-crossover–related genes in Anther, Ovule and Leaf of *Brassica* allohexaploids.

**Figure 4:**
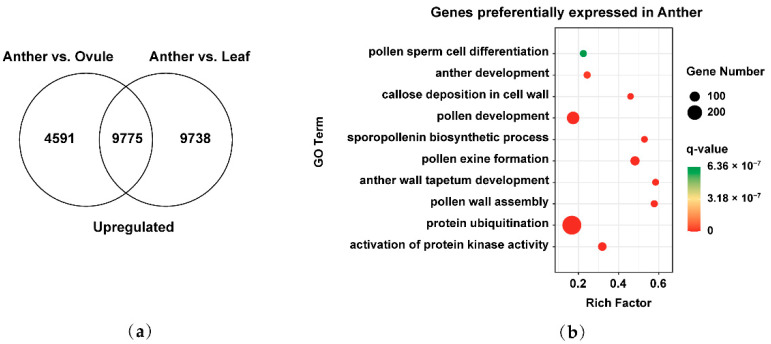
Identification and functional analysis of preferentially expressed genes in male gamete development of *Brassica* allohexaploids: (**a**) Venn diagram showing the overlap of upregulated genes between Anther vs. Ovule and Anther vs. Leaf and (**b**) GO biological process pathway enrichment analysis of preferentially expressed genes in Anther.

**Figure 5:**
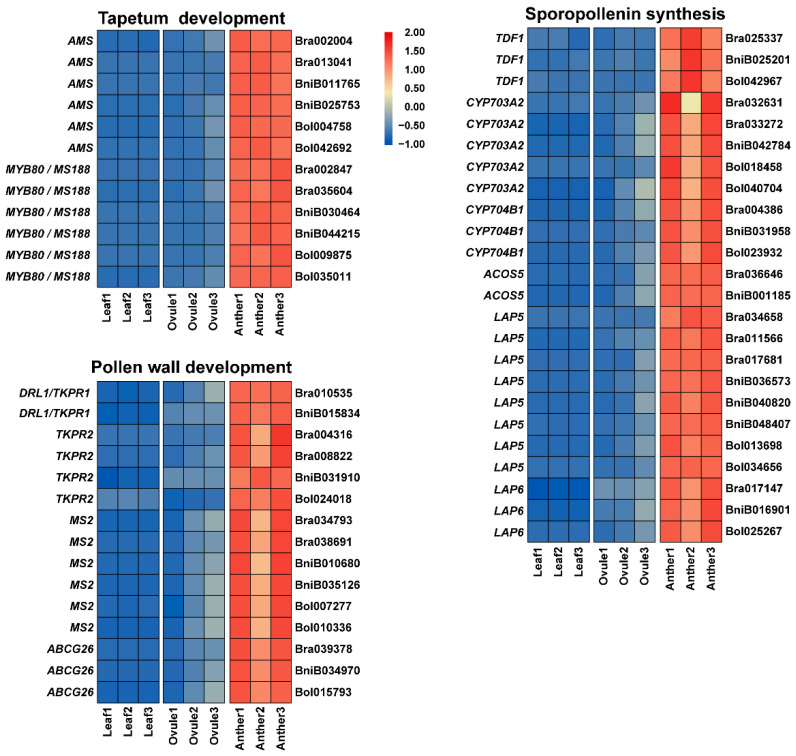
The expression patterns of tapetum development, sporopollenin biosynthesis and pollen wall development related genes in Anther, Ovule and Leaf of *Brassica* allohexaploids.

**Figure 6:**
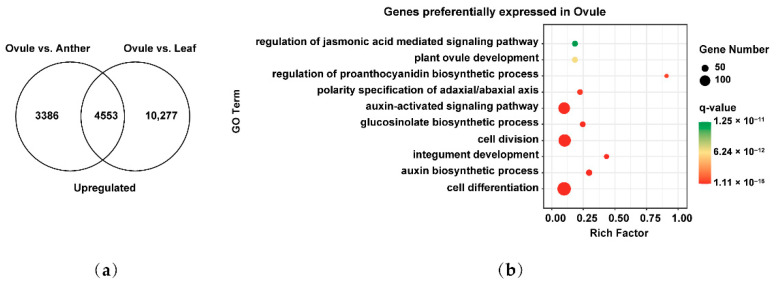
Identification and functional analysis of preferentially expressed genes in female gamete development of *Brassica* allohexaploids: (**a**) Venn diagram showing the overlap of upregulated genes between Ovule vs. Anther and Ovule vs. Leaf; and (**b**) GO biological process pathway enrichment analysis of preferentially expressed genes in Ovule.

**Figure 7:**
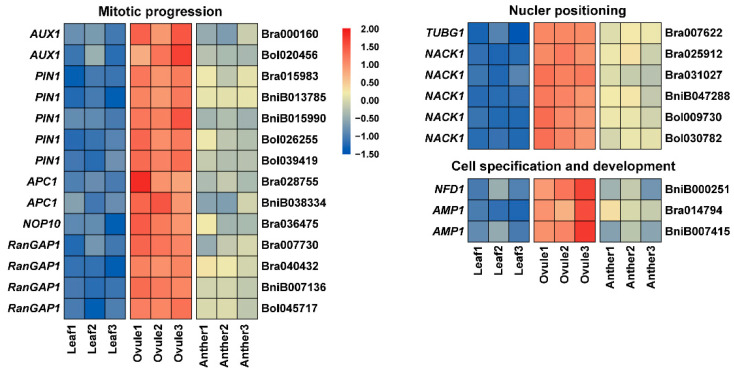
The expression patterns of mitotic progression, nuclear positioning and cell specification and development related genes in Anther, Ovule and Leaf of *Brassica* allohexaploids.

**Figure 8:**
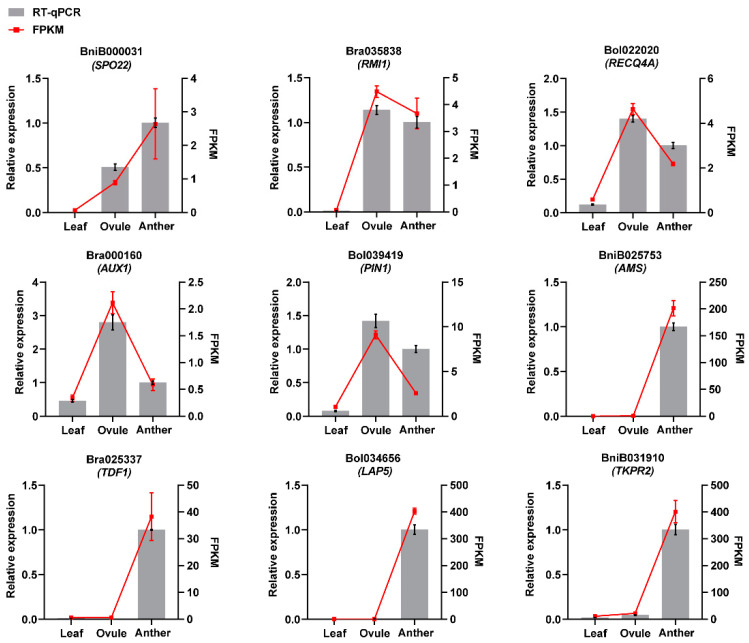
RT-qPCR analysis of nine randomly selected genes. RT-qPCR results are shown by grey columns, and RNA-Seq findings are represented by red lines.

**Table 1:** Statistics of the RNA-Seq data in the *Brassica* allohexaploids.

Sample Name	Raw Reads Number	Clean Reads Number	Clean Reads Rate (%)	Raw Q30 Bases Rate (%)	Clean Q30 Bases Rate (%)
Leaf1	49,970,344	46,345,462	92.75	93.65	94.55
Leaf2	45,415,696	40,202,856	88.52	93.22	94.63
Leaf3	47,653,708	44,057,944	92.45	93.56	94.54
Ovule1	51,752,802	45,556,284	88.03	92.76	94.86
Ovule2	49,874,912	46,197,038	92.63	93.56	94.53
Ovule3	48,619,388	45,120,190	92.8	93.36	94.36
Anther1	55,572,362	47,450,126	85.38	91.81	94.29
Anther2	50,943,546	45,328,282	88.98	92.73	94.42
Anther3	50,431,536	46,943,730	93.08	93.67	94.51

**Table 2:** Statistics for clean reads mapped in the *Brassica* allohexaploids.

Sample Name	Total Reads Number	Mapped Reads Number	Mapping Rate (%)	MultiMap Reads Number	MultiMap Rate (%)
Leaf1	46,345,462	25,110,254	54.18	991,570	2.14
Leaf2	40,202,856	21,502,559	53.49	868,719	2.16
Leaf3	44,057,944	23,720,073	53.84	978,530	2.22
Ovule1	45,556,284	38,811,219	85.19	1,467,965	3.22
Ovule2	46,197,038	39,142,941	84.73	1,469,346	3.18
Ovule3	45,120,190	38,282,041	84.84	1,488,352	3.30
Anther1	47,450,126	39,735,180	83.74	1,558,104	3.28
Anther2	45,328,282	38,359,513	84.63	1,487,356	3.28
Anther3	46,943,730	39,794,184	84.77	1,508,397	3.21

## Data Availability

The RNA-Seq data were deposited into NCBI GEO and can be accessed with the accession number GSE201456.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11121556/s1, Figure S1: Correlation heat map of the nine samples of *Brassica* allohexaploids using Pearson correlation coefficients; Figure S2: Volcano plots of differentially expressed genes (DEGs) for three comparisons in *Brassica* allohexaploids; Table S1: FPKM of all genes in Anther, Ovule and Leaf of *Brassica* allohexaploids; Table S2: Statistics of differentially expressed genes (DEGs) in Anther, Ovule and Leaf by pairwise comparison in *Brassica* allohexaploids; Table S3: List of primer sequences for quantitative fluorescence verification involving selected genes and internal reference.

How the deposited data were processed for this re-analysis (not part of the article)

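RNA-Seq libraries from 3 tissues of a synthetic Brassica allohexaploid were used: Anther (anthers from meiosis to mature pollen), Ovule (ovules from meiosis to mature embryo sac) and Leaf (young leaves), with 3 libraries each and 9 in all. The FPKM values are as deposited by the authors, who filtered the reads, aligned them with HISAT2 2.1.0 to the joined genomes of B. rapa, B. nigra and B. oleracea, counted reads per gene with HTSeq 0.6.0 and calculated FPKM; no scaling between libraries is stated. StringTie 1.3.2 is named in the sample labels without a role. The table holds 100804 genes, and each of them is above 0 in at least 1 library. Subgenomes were taken from the prefix of the gene identifier (Bra, A-genome; BniB, B-genome; Bol, C-genome).

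The values were checked for the steps that whole reads leave in FPKM. For all 100804 genes the 9 values were whole reads times a step, within a tolerance of 0.01 read, and 99.5% of the gene lengths that this gives were divisible by 3, with a median of 1011 bases. The reads recovered per library were 10154081, 8675601 and 9580566 for Leaf, 15515969, 15417514 and 15113443 for Ovule and 15211602, 15077413 and 15527943 for Anther. The recovery was tested on simulated data, where it gave 99.98% of genes up to a common factor. The recovered reads were used for depth, for reads behind low values, for lower bounds on folds (a floor of 3 reads per library) and for the alternatives named below, not for the main test.

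A gene counted as expressed in a tissue when FPKM was above 0 in at least 1 of its 3 libraries. Classes of expression were a mean FPKM of up to 10, above 10 to 100, and above 100. Differences in genes per library and in the share of summed FPKM per subgenome were tested by two-sided exact permutation of 3 against 3 libraries, where 0.1 is the smallest p. Expected genes were calculated for the number of reads on genes of the shallowest library, and, added later, for libraries matched on median-of-ratios sizes (reads on genes times the factor). Correlations were Pearson's r on log2(FPKM + 1).

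Comparisons of Anther with Ovule, Ovule with Leaf and Anther with Leaf used limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), in 1 model over the 9 libraries with no replicate block and an eBayes trend, for the 75038 genes with at least 0.5 FPKM in at least 3 libraries. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. Overlaps of called lists were set beside lists drawn independently and beside 20 simulations of unchanged tissues that share libraries. The other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. On simulated libraries of Anther and Ovule with 200 changed genes among 68407 tested, at a dispersion of 0.05, limma called 9 of 67 genes changed 2-fold, 63 of 67 changed 4-fold and 66 of 66 changed 8-fold, with 6 false calls.

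Named genes are the 111 genes that the paper names by identifier, in its lists of 37 (both gametes), 51 (male) and 23 (female) genes, and in each comparison the 2 genes with the largest fold change each way among called genes whose libraries do not overlap and whose higher tissue has a mean of at least 10 FPKM. Values of the paper's genes in its figures and of the first genes of its supplementary tables had been seen when this rule was set. The paper's lists were chosen on these libraries. The result of 1 gene of these lists is not reported here.

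The alternatives were pseudocounts of 1 and 0.01, no filter, a filter of 1 FPKM, rescaling by median-of-ratios factors, only the 2 tissues compared, a replicate block, limma vooma weights, limma treat and leaving out each library, and for expressed genes other minimum values and equal reads on genes. Added later were limma voom on recovered reads in 3 forms, the Leaf libraries counted as 1 sample, libraries matched on median-of-ratios sizes for expressed genes, and library totals without the 100 most abundant genes of each tissue. Enrichment of functional categories, and RT-qPCR values, were not analysed here, and no genome sequence or annotation was used here.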

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

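The comparison of Anther with Ovule was among the tests set in advance; that these genes of a shared list part between the 2 tissues, and the count of genes higher in Leaf, were taken up after the results were seen.

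The paper lists 37 meiotic genes as raised in both reproductive tissues, and for 18 of them the rise over Leaf differed between Anther and Ovule by limma's test of the difference itself. The rise was larger in Anther, on the log2 scale, for the axis gene ASY1 (Bra004222 by 5.11, BniB009412 by 1.72), the synapsis gene ZYP1a (Bra003654 by 3.31, Bra035016 by 2.74, Bol027500 by 3.55), and the crossover genes HEI10 (Bra039674 by 2.51, BniB026849 by 2.12, BniB009174 by 1.15, Bol039109 by 1.75), SHOC1 (Bra029127 by 2.05), SPO22 (Bra037488 by 2.24, BniB000031 by 1.27, Bol043105 by 1.76), MSH4 (Bol032857 by 2.02) and MSH5 (Bra035777 by 1.78, BniB043474 by 2.02). It was smaller in Anther for the crossover-limiting gene RECQ4A (Bra018418 at -1.20, Bol022020 at -1.052). After rescaling, the directions were the same and Bol022020 was no longer called, at -0.90. Without Anther replicate 2, the library with the highest level of most of these genes, SPO22 BniB000031 (0.76) and HEI10 BniB009174 (0.98) were no longer called. Other single libraries decided some calls too: HEI10 BniB009174 (0.93 without Ovule replicate 2), HEI10 Bol039109 (1.58 without Ovule replicate 1, 1.64 without Ovule replicate 2) and RECQ4A Bol022020 (-0.996 without Ovule replicate 2) were lost, and SPO22 BniB000031 was called in only 1 of the 9 fits with a library left out. Whether anthers and ovules were sampled at unlike shares of meiotic cells was not tested.

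Genes higher in Leaf than in both Anther and Ovule numbered 8969, a set that the paper does not discuss. After median-of-ratios rescaling they numbered 12538.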

How the results depend on the processing

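The alternatives for the counts of called genes, for expressed genes, classes, shares and correlations were set before the data were examined; those on recovered reads, with Leaf as 1 sample, without the most abundant genes and with libraries matched on median-of-ratios sizes, and all those for genes expressed in a single tissue and for genes higher in Leaf than in both other tissues, were added after results were seen.

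Of the results under alternatives set in advance, 302 were kept, 30 moved further and 7 changed sign. Of those added later, 110 were kept and 15 moved. Counts were kept within 1.5 times, and classes and correlations within 1 SD. Gaps in genes per library and in subgenome shares were kept whenever their sign was, whatever their size. The A-genome share in Anther minus Leaf thus counts as kept, at 0.0517 percentage points without the 100 most abundant genes against 1.60 with them. Among the 259 comparisons of the paper's genes on which their place in its lists rests (all 3 for the list of both gametes, and those with Anther for the male and with Ovule for the female list), no called one changed sign under any alternative; limma treat ended 42 calls, a pseudocount of 1 ended 28, voom with median-of-ratios sizes 13 (9 with no filter), rescaling 3 and each other alternative at most 5, 6 were not tested at the filter of 1 FPKM, and without Anther replicate 3 another 2 were called. Outside these, rescaling took the male genes called higher in Ovule than Leaf from 24 to 14, with 1 called lower, and the female genes called higher in Anther than Leaf from 17 to 12. The cause was not tested, except where stated.

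limma treat, which tests against a 2-fold change and so calls fewer genes by construction, gave 6143 genes higher and 3911 lower in Anther than Ovule, 15648 higher in Ovule and 18114 higher in Anther than Leaf, overlaps of 9325 (both), 5210 (Anther), 2250 (Ovule) and 5948 (Leaf) genes, and 4 of the female list. A pseudocount of 1 gave 11555 genes for the overlap of both and 21 of the list of both gametes. Median-of-ratios rescaling gave 16196 genes higher in Ovule than Leaf and 11124 in the overlap of both. limma voom on recovered reads with median-of-ratios sizes gave 14109 genes higher in Ovule and 18502 higher in Anther than Leaf, and 8935 in the overlap. With no filter as well, 17841 genes were higher in Anther than Ovule, 15287 higher and 26504 lower in Ovule than Leaf, 20537 lower in Anther than Leaf, 9528 in the overlap and 15473 higher in Leaf than in both. Without the filter, voom tends to place genes with no read in Leaf or the other tissue toward Leaf, whose sizes are smaller. The numbers higher in Leaf are thus inflated there. With the Leaf libraries counted as 1 sample, where the spread comes from the Anther and Ovule libraries alone, 24091 genes were higher and 9270 lower in Ovule, and the overlap of both was 16000.

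At a mean of at least 1 FPKM, 63963 genes were expressed in Anther, 22666 from the B-genome in Anther and 19125 from the B-genome in Leaf. Genes expressed only in Leaf were 2549 with FPKM above 0 in all 3 libraries, 2779 at a mean of at least 0.1 and 3557 at a mean of at least 1 FPKM; genes expressed only in Ovule were 2981 at a mean of at least 1 FPKM and 1446 to 2821 with single libraries left out, the highest without Anther replicate 1. The share of genes of up to 10 FPKM was 76.9% in Leaf, 71.8% in Ovule and 75.04% in Anther on medians, 76.8%, 70.9% and 73.9% for genes of at least 0.1 FPKM, and 77.97% to 78.1%, 73.1% to 73.6% and 75.8% to 76.8% with single libraries left out.

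Without the 100 most abundant genes the A-genome share in Ovule minus Leaf was -0.179 percentage points, and the C-genome share 0.561 in Anther and 0.865 in Ovule minus Leaf. On summed log2(FPKM + 1) the A-genome share was -0.143 in Anther and -0.302 in Ovule minus Leaf, and the B-genome share 0.245 and 0.336. On FPKM without a log the lowest correlation within a tissue was 0.854 and the highest between tissues 0.443; with weakly expressed genes left out the latter was 0.777.

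Replicate numbers showed no clear pairing of the samples: deviations from the tissue mean correlated at -0.0947 to 0.161 between libraries of the same number and at -0.122 to 0.150 between others. Pairs with Leaf were all close to no correlation, as Leaf libraries hold little beyond counting noise. Between Ovule and Anther, libraries of the same number gave -0.0947, -0.0200 and 0.161. These are too few to exclude a pairing. A replicate block gave 10637 genes higher and 10624 lower in Anther than Ovule.

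Depth limits the genes of few reads. The lower number of reads on genes in the Leaf libraries was tested as the cause of their fewer genes. With the same number of reads on genes the lowest Anther library still had 7484 more genes than the highest Leaf library. The largest range within a tissue was 6110, so the values argue against that cause for the gap between Anther and Leaf. Matched on median-of-ratios sizes the difference was 5065 against a range of 6197, so fewer reads for the typical gene in the Leaf libraries may be part of the cause and stay open; the mean gaps were then 8449 genes for Anther and 1072 for Ovule over Leaf, and single Ovule and Leaf libraries overlapped.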

Differences from the paper's values

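The paper's thresholds, a fold change of at least 2 and an adjusted p of at most 0.05, were used. Its test was DESeq2 on read counts, and this one was limma on log2(FPKM + 0.1). The main setting here had no scaling between libraries, so it may differ from the paper's test in scale as well. With median-of-ratios rescaling 16196 genes were higher and 15787 lower in Ovule than in Leaf, against 14830 and 16063 in the paper. For Anther against Leaf it gave 20652 higher and 16628 lower, against 19513 and 16336 in the paper. For Anther against Ovule it gave 11841 higher and 8712 lower, against 14366 and 7939 in the paper. Each of these counts was nearer to the paper's than that of the main setting. The 2 voom alternatives named here were chosen after seeing the values.

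Genes higher in Ovule than in Leaf were 27612 here and 14830 in the paper. Of the alternatives set before the data were examined, a pseudocount of 1 (20195), median-of-ratios rescaling (16196) and limma treat (15648) came within 1.5 times of the paper's value, and a pseudocount of 0.01, no filter, the filter of 1 FPKM, only the 2 tissues compared, the replicate block, limma vooma and leaving out each library did not. limma voom on recovered reads with median-of-ratios sizes (14109) and that with no filter (15287), both chosen after seeing the values, did so too, but of the paper's 37 genes of both gametes they called only 27 and 30 in both comparisons, and of its 51 male genes 50 and 51. Genes lower in Ovule than in Leaf were 16063 in the paper, against 15787 with rescaling, 8926 with a pseudocount of 1 and 7426 with limma treat. Of the alternatives set in advance, only rescaling thus came within 1.5 times of the paper in both directions.

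Genes higher in both Anther and Ovule than in Leaf were 19015 here and 8676 in the paper. A pseudocount of 1 (11555), median-of-ratios rescaling (11124) and limma treat (9325) came within 1.5 times of the paper's value, as did the 2 voom alternatives chosen after seeing the values (8935, and 9528 with no filter); the other alternatives set before the data were examined did not.

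The shallowest library held 8675601 reads here and 21502559 in the paper, and the deepest 15527943 here and 39794184 in the paper. The value here is reads on genes, recovered from FPKM, and the paper's is reads mapped to the genomes; no alternative was set for either. All 18 raw and clean read numbers of the paper are even; if it counts both reads of a pair, which it does not state, 2 times the value here is on its scale (17351202 and 31055886), and the paper's values are 1.24 to 1.31 times that over the 9 libraries.

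The paper has more genes higher in Leaf than in Ovule, and here 71.4% of the called genes were higher in Ovule. The share was 50.6% after rescaling and 46.4% with voom on recovered reads with median-of-ratios sizes. With no filter as well it was 36.6%, but that form tends to call genes with no read in either tissue lower in Ovule. The paper has more genes higher in Anther than in Ovule than the reverse, and here 49.9% of the called genes were higher in Anther (57.6% after rescaling, 56.1% with no filter).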

Other observations

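Of the tests in this part, those of the Leaf libraries as repeats, of the make-up of the tissue in Ovule replicate 3 and of the most abundant genes were chosen after the result was seen.

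The most abundant transcript of the Anther libraries differed between them: Bra029135 was the highest in replicates 1 and 2, at 17301 FPKM in replicate 2, and BniB006475 in replicate 3, at 10207 FPKM. In Ovule it was Bra029765 in all 3 libraries, at 5779 to 7431 FPKM, and in Leaf BniB020266, at 16088 to 16318 FPKM. Of the genes higher in Leaf than in both other tissues, 3302 lay on the A-genome, 3116 on the B-genome and 2551 on the C-genome.

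Genes of the male list were higher in Ovule replicate 3 than in the other Ovule libraries. As a percentage of the level in Anther, their median was 0.0 in Ovule replicate 1, 0.271 in replicate 2 and 0.878 in replicate 3. Replicate 2 was thus raised over replicate 1 as well. Anther tissue in the replicate 3 sample was tested on 348 genes outside the lists with at least 50 FPKM in Anther and below 0.5 FPKM in Leaf. Their median ratio of Ovule replicate 3 to the mean of replicates 1 and 2 was 5.00, as such tissue would give. A bootstrap over genes gave an interval of 3.76 to 6.14, which does not measure the spread between Ovule samples. The values argue against tissue with the make-up of the sampled anthers, which would bring all their abundant transcripts. Of these, 20 were drawn, without BniB006475, and 19 set a limit. The 19 allowed a median share of 0.0563%, while the median gene of the male list needed 0.523%. Of the 19, 13 allowed less than the lower quartile of that need, 0.276%, and 6 allowed more than its median. The last of the 20 drawn, Bol014756, at 0 FPKM in Anther replicate 2, sets no limit and goes with such a mix, at 90.3 FPKM in Ovule replicate 3 against 6.72 and 9.02 in the others. Anther tissue of another stage, or a later stage of that Ovule sample, may explain the pattern and stays open, untested.

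The Leaf libraries differed by little more than the counting of reads. If they were repeats of 1 RNA sample, the spread at high reads would be close to that at low reads, and the highest ratio of the 2 over Leaf pairs was 1.41, against a lowest of 10.4 over Ovule pairs. The paper describes them as biological replicates, and very uniform leaves may give the same pattern, which was not tested. Counted as 1 sample, Leaf gave 25518 genes higher and 11020 lower in Anther, but the spread then comes from the Anther and Ovule libraries alone, so this does not test differences between leaf samples.

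More genes were higher than lower in Ovule against Leaf on the FPKM scale. If a few abundant Leaf genes took reads from the rest, totals without the 100 most abundant genes of each tissue would even this out, but 66.0% of the called genes were still higher in Ovule, against 71.4%. Median-of-ratios rescaling gave 16196 genes higher in Ovule, but it centres the typical gene by construction and so cannot separate a wider difference in the make-up of the RNA from a larger number of active genes in Ovule; both may hold and stay open, untested.

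Other groupings of the libraries were tried. Anther against Ovule called 21448 genes and the other splits of the same 6 libraries at most 8; Ovule against Leaf called 38683 and the others 0; Anther against Leaf called 41454 and the others 0 (limma; 1 of 10 splits each reached the real value). These 10 splits are too few for a share under 0.05. In all, 100 regroupings of the 9 libraries into 3 groups of 3 were compared, the real one included. For each of the 3 overlaps, 2 of the 100 gave as many genes. The overlap of both held 19015 genes (highest other 19037), that of Anther 8409 (8694) and that of Ovule 6781 (8742). This share is under 0.05, but it sets the real grouping apart mostly from regroupings that mix tissues in every group. For the paper's lists, 1 gave as many of the genes of both gametes (37; highest other 35), 2 of the male genes (51; 51) and 1 of the female genes (23; 0), which decides nothing, as these genes were chosen on the same libraries. Of the 99 other regroupings 8 kept the 3 libraries of 1 tissue together, and the rest, which mix tissues in every group, gave 0 genes in each overlap by limma; the share thus reflects how few regroupings keep a tissue whole, and those that do can give as many genes as the real grouping.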
